# Nucleolin Aptamer N6L Reprograms the Translational Machinery and Acts Synergistically with mTORi to Inhibit Pancreatic Cancer Proliferation

**DOI:** 10.3390/cancers13194957

**Published:** 2021-10-01

**Authors:** Mounira Chalabi-Dchar, Elisabeth Cruz, Hichem C. Mertani, Jean-Jacques Diaz, José Courty, Ilaria Cascone, Philippe Bouvet

**Keywords:** nucleolin, pancreatic cancer, translation, mTOR inhibitor, combotherapy

## Abstract

**Simple Summary:**

Pancreatic cancer is an aggressive disease characterized by its invasiveness, rapid progression, and resistance to conventional therapy. There is a need to identify new molecules to improve current therapies. The aim of this study was to analyze how the pancreatic cancer cells react to the treatment with an inhibitor of nucleolin, N6L. To this end, we analyzed how the translation was affected in the cells during the treatment. We discovered that in response to N6L, a signaling pathway called the mTOR pathway was activated and was involved in the activation of translation of a subset of mRNA that could be involved in the resistance of the cells to the treatment. Indeed, we showed that the combined action of inhibitors of the mTOR pathway with N6L synergistically inhibited the cancer cells’ proliferation. We propose that this new combination of molecules could be a novel therapeutic option for pancreatic cancer.

**Abstract:**

We previously showed that N6L, a pseudopeptide that targets nucleolin, impairs pancreatic ductal adenocarcinoma (PDAC) growth and normalizes tumor vessels in animal models. In this study, we analyzed the translatome of PDAC cells treated with N6L to identify the pathways that were either repressed or activated. We observed a strong decrease in global protein synthesis. However, about 6% of the mRNAs were enriched in the polysomes. We identified a 5′TOP motif in many of these mRNAs and demonstrated that a chimeric RNA bearing a 5‘TOP motif was up-regulated by N6L. We demonstrated that N6L activates the mTOR pathway, which is required for the translation of these mRNAs. An inhibitory synergistic effect in PDAC cell lines, including patient-derived xenografts and tumor-derived organoids, was observed when N6L was combined with mTOR inhibitors. In conclusion, N6L reduces pancreatic cells proliferation, which then undergoes translational reprogramming through activation of the mTOR pathway. N6L and mTOR inhibitors act synergistically to inhibit the proliferation of PDAC and human PDX cell lines. This combotherapy of N6L and mTOR inhibitors could constitute a promising alternative to treat pancreatic cancer.

## 1. Introduction

Pancreatic ductal adenocarcinoma (PDAC) is a highly aggressive disease, for which mortality closely parallels incidence with a 5-year survival rate of less than 6% [1]. It is predicted to be the second leading cause of cancer-related death by 2030 [2]. The biology of PDAC contributes to early recurrence and metastasis, resistance to chemotherapy and radiotherapy, because of its complexity at the genomic, epigenetic, and metabolic levels, with multiple activated biological pathways and crosstalk. Although there are four major driver genes identified in PDAC, including one oncogene, KRAS, and three tumor suppressor genes such as *CDKN2A* (encoding p16), *TP53* and *SMAD4,* none of them has currently provided clues to treat the disease.

Currently, a cure can only be achieved through resection. However, for many patients with advanced disease, surgery is not the option. However, if they have suitable performance status, some of these patients could receive FOLFIRINOX (folinic acid or leucovorin, fluorouracil, irinotecan, and oxaliplatin) and gemcitabine/NAB-paclitaxel (nanoparticle albumin-bound paclitaxel) as neoadjuvant treatments [3,4]. Indeed, therapeutic options are limited, and discovering effective drug therapies for affected patients is of paramount importance.

Nucleolin (NCL), an RNA- and protein-binding multifunctional protein, has become the focus of interest in the cancer biology field in recent years for several reasons. First, its expression seems to correlate with the proliferation rate of the cells with overexpression in several cancer types, including hepatocellular carcinoma [5], acute myeloid leukemia [6], non-small-cell lung cancer [7], gastric cancer [8], and PDAC [9]. Second, in addition to its nucleolar, nucleoplasmic, and cytoplasmic localization, it is present on the surface of many cell types, and this extracellular form of NCL is a hallmark of proliferative and cancer cells [10,11,12,13].

Indeed, NCL is a key protein for the regulation of several processes required for the proliferation and division of the cells. In particular, it plays an important role in the coordination of cell metabolism with cell division [14] and in the biogenesis of ribosomes, which are required to sustain the higher level of translation in cells that have a high proliferation rate. The high expression level of NCL in cancer cells is related to a high level of protein synthesis.

Several molecules were developed to target NCL on the cell surface of cancer cells. Among them, the pseudopeptides HB19 and N6L were shown to interact with NCL and to inhibit the proliferation of cancer cells [15,16]. In addition, N6L, as well as an NCL-blocking antibody, impairs both in vitro and in vivo angiogenesis by targeting endothelial cells and tumor vessels [17,18]. Many studies reported the antitumor activities of N6L in several cancer types including, breast cancer [17], glioblastoma [19], non-small cell lung carcinoma [20], and PDAC [9,21].

Interestingly in PDAC, NCL targeting by N6L blocks both tumor progression and normalizes tumor vasculature, improving the delivery and efficacy of chemotherapeutic drugs [9].

In the present study, in order to better understand how the NCL antagonist, N6L, inhibits cancer cell growth, we carried out a translatome analysis in mPDAC cell lines. Using this approach, we showed that N6L induces translational reprogramming through the activation of the mTOR pathway during the treatment. Interestingly, we showed that N6L and mTOR inhibitors act synergistically to inhibit the proliferation of several PDAC and human PDX cell lines.

## 2. Materials and Methods 

### 2.1. Materials and Cell Lines

The nucleolin antagonist N6L (NUCANT^®^) was obtained from the UREKA Pharma company (Pessac, France). The mTOR inhibitors, rapamycin (Sirolimus from Pfizer^®^(New York, NY, USA)) and INK128 (Sapanisertib, TAK128, or MLN128 from Takeda oncology^®^(Cambridge, MA, USA) were purchased from Selleckchem laboratories (PA, USA), and stock solutions were made in DMSO.

PDAC cell lines, MiaPaca-2, Panc-1, mPDAC were maintained in DMEM medium, and HeLa cells were maintained in αMEM medium containing Glutamax (PAA) 1% non-essential amino acids, supplemented with 10% FBS and 1% Penicillin/Streptomycin. PDAC PDX cell lines were purchased from CTIBIOTECH(Lyon, France) and maintained in CTIM Cancer2 medium (Lyon, France). All cells were incubated at 37 °C in a humidified incubator with 5% CO_2_. Routine mycoplasma testing was performed by MycoAlert Mycoplasma Detection Kit (catalog no. LT07-118).

### 2.2. Spheroid and Organoid Formation

For the spheroid assay, PDAC cell lines were cultured in 96-well ultra-low attachment (ULA) plate and allowed to form a spheroid overnight. The next day, PDAC spheroids were treated or not with different concentrations of N6L alone or in combination with mTORi, RAPA, and INK128 in 4 replicates. Spheroid growth was monitored by IncuCyte ZOOM^®^ (Michigan, USA) live-cell imaging. Over 96 h, the spheroid area was calculated using ImageJ software, and data were normalized to control.

For organoid formation, mPDAC cells (1 × 10^3^ cells/mouse in 50 µL PBS) were orthotopically injected into the pancreas of FVB/n syngeneic mice, as previously described [9]. Mice were sacrificed after 4 weeks, and tumor-derived organoids were established by following Tuveson’s laboratory protocol [22]. Briefly, tumors were digested with 0.012% (*w*/*v*) collagenase XI (Sigma (Burlington, MA, USA) and 0.012% (*w*/*v*) dispase (Gibco (Waltham, MA, USA) in DMEM media containing 1% FBS, and the resulting cell suspension was incorporated into growth factor-reduced matrigel (Corning (Corning, NY, USA)) to obtain a 3D culture. All in vivo experiments were carried out with the approval of the appropriate ethical committee and under conditions established by the European Union.

### 2.3. Viability Assay (MTS) and Apoptosis Analysis

Cell viability was assessed by MTS assay (CellTiter 96 AQueous MTS Reagent, Promega (Madison, WI, USA). Briefly, cell medium was supplemented with MTS reagent, incubated for 2 h, and then the absorbance at 450 nm was recorded on TECAN microplate reader (Sunrise^®^ (Basel, Switzerland)). Viability for treated cells was normalized to non-treated cells on the same plate.

Apoptosis analysis was performed on the IncuCyte ZOOM^®^ live-imaging with Caspase-3/7 Green Reagent for Apoptosis (Essen BioScience (Ann Arbor, MI, USA)). Cells were treated or not with increasing concentrations of N6L in 96-well plates in triplicate, and Caspase-3/7 reagent was added to the cells. IncuCyte ZOOM^®^ live-imaging software was used to count the fluorescent object numbers per mm^3^ in each well, which reflects the caspase 3/7 activation. Staurosporine (1 µM) was used as a positive control for inducing apoptosis.

### 2.4. Analysis of Synergy/Antagonism from Combination Studies

The effects of nucleolin antagonist (N6L) combined with mTOR inhibitors (mTORi) on PDAC cell growth were analyzed using the freely Combenefit software from CRUCK Cambridge Institut [23], which enables to determine synergy/antagonism using the published Loewe model and attributes a positive score indicates synergy, a score of 0 for additive effect, and a negative score for antagonism. The “3D surface”, “contour”, and “matrix” views were selected as graphical outputs for the synergy distribution and are represented in the Results/Figures section.

### 2.5. Dual-Luciferase Reporter Assay for 5′TOP Constructs

NCL-depleted cells or N6L-treated cells or not were seeded in 96-well plates over 24 h. For the 5′TOP activity assay, cells were co-transfected with a monocistronic reporter containing 5′TOP motif of *Rps3* or *Rpl36* genes (GenScript (Piscataway, NJ, USA) and pRL construct constitutively expressing the *Renilla* luciferase gene as an internal control for transfection efficiency. Luciferase assays were performed 2 h after transfection with the reporter plasmids using X-tremeGENE 9 reagent (Roche (Basel, Switzerland). Dual-luciferase assays were performed using the Dual-Glo luciferase reagent (Promega (Madison, WI, USA) according to the manufacturer’s instructions and a Tecan M1000 plate reader. The relative luciferase activity was calculated by *firefly*-luciferase activity/*Renilla* luciferase activity.

### 2.6. SUnSET for Global Protein Synthesis, Western Blots

Global protein synthesis analysis by puromycylation followed by puromycin detection was performed [24]. Briefly, puromycin (1 µg/mL) was added to the N6L-treated or non-treated cell medium for 2 h at 37 °C. Cells were harvested, lysed in Laemmli buffer, and loaded onto a polyacrylamide gel. Puromycin incorporation was detected by Western blot on whole-cell protein extracts.

Twenty micrograms of total protein lysates were run on a 10–15% SDS polyacrylamide gel and transferred onto a nitrocellulose membrane. The membrane was blocked with 3% nonfat milk in TBST. The antibodies (listed in Table S2) were incubated for 1 h 30 min in 3% milk-TBST. Proteins were detected by chemiluminescence using an anti-rabbit or anti-mouse HRP-conjugated antibody and ECL substrate (Covalab (Bron France). Images were collected on a ChemiDoc XRS+ (Bio-Rad (Hercules, CA, USA), and the signal was analyzed using the Bio-Rad ImageLab software. The original western blots can be found in Figure S6.

### 2.7. Polysome Profiling and RNA Extraction and Sequencing

Cells were cultured in 15 cm dishes and were treated or not for 48 with 50 µM N6L. Before cell lysis, cells were incubated with emetine then washed with cold PBS as previously published by our lab [25]. For cell fractionation, 10 × 10^6^ cells were resuspended in lysis hypotonic buffer for 10 min at 4 °C. Cell lysates were successively centrifuged at 700 g and 1200 g to eliminate the nuclei and the mitochondria, respectively. Cytoplasmic lysates (1–2 mg of proteins) were loaded onto 15–47% sucrose density gradients and centrifuged at 217,000 g for 2 h at 4 °C. Gradients were fractionated into 19 fractions, and the OD at 254 nm was continuously recorded using an ISCO fractionator (Teledyne ISCO (Lincoln, NE, USA). RNA from cytosolic and polysomal pooled fractions was extracted and purified using TRIzol reagent (Invitrogen, (Waltham, MA, USA)).

High-throughput RNA sequencing (Illumina (San Diego, CA, USA) was performed at the Ecole Normale Superieure genomic core facility (Paris, France) as previously published [26], and the reads were analyzed using STAR (version 2.5.2b) [27], samtools [28], HTSeq-count 0.5.3 [29]. The RNASeq gene expression data and raw fastq files are available on the GEO repository (www.ncbi.nlm.nih.gov/geo/, accessed on 15 September 2021) under accession number: GSE184857. Statistical treatments and differential analyses were also performed using DESeq2 1.8.1 [30].

### 2.8. Statistics

Statistical analyses were performed by using GraphPad Prism software (version 6). Bars represent mean ± SEM (*n* ≥ 3). For two-group comparisons, we analyzed the data using a two-tailed Student *t*-test. For multiple group comparisons, 1-way ANOVA rank with Dunn method was used (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005, **** *p* < 0.001) and n.s. for not statistically significant.

## 3. Results

### 3.1. NCL Targeting by N6L Impairs Protein Synthesis and Induces a Translational Reprogramming in mPDAC Cells

mRNA translation is a central cellular process that regulates growth and metabolism [31]. To evaluate the impact of N6L treatment on mPDAC translatome, we performed polysome profiling analysis on cells treated or not with N6L for 48 h (Figure 1).

Time-course analysis of mPDAC treated with different concentrations of N6L shows that at 30–50 µM, a strong reduction in cell proliferation is observed (Figure S1A) while metabolic activity, which reflected cell viability, assessed by MTS test, is reduced by 56% (Figure S1B).

To evaluate the impact of N6L treatment on mPDAC translatome, treated and non-treated mPDAC cells were harvested, and RNAs were extracted from an aliquot of the cytoplasmic fractions while the remaining fraction was analyzed through sucrose gradient to perform polysome profiling. RNAs were then extracted from the pooled polysomal fractions. The extracted RNAs (from cytoplasmic and polysomal pooled fractions) were submitted to deep sequencing (workflow shown in Figure 1A).

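The sequenced RNAs came from 3 cultures of mPDAC cells, a mouse pancreatic ductal adenocarcinoma cell line, treated for 48 h with 50 µM of the nucleolin antagonist N6L, and from 3 non-treated cultures. Each culture gave a cytoplasmic and a polysomal library from one lysate, 12 libraries in total. The cytoplasmic library measures the amount of each mRNA present in the cytoplasm, and the polysomal library the part of it that sediments with several ribosomes. The authors aligned the reads with STAR and counted them per gene with HTSeq-count, and the deposited values are these raw counts, without normalization, for 50600 Ensembl mouse genes. The genome build, the annotation, the strand setting and the treatment of reads that map to several places are not given in the sources used here, so the counts of genes with near-identical copies, such as ribosomal protein genes with pseudogenes, of the paralogs Eif3j1 and Eif3j2 and of overlapping genes are uncertain to that extent. Gene symbols and coordinates were taken from GENCODE vM21 (GRCm38).
Every library was deposited as 4 technical replicates, 48 sets of counts in all, which were summed because they differed by little more than the sampling noise (chi-square per degree of freedom 1.01 to 1.05 within the 12 libraries). The labels of 3 technical replicates of the cytoplasm of N6L culture 2 name culture 1 in one field and culture 2 in another. They were kept with culture 2, where they differed from the remaining technical replicate by a chi-square per degree of freedom of 1.01 to 1.04, against 12.0 to 12.1 from a replicate of culture 1. The non-treated cultures are numbered 1, 2 and 4 in the labels and the N6L cultures 1, 2 and 3. Summed totals ranged from 21178243 to 32662204 counts (median 21744286) in non-treated cytoplasm, from 19519911 to 37612780 (median 31714652) in non-treated polysomes, from 23576921 to 44972333 (median 36687398) in N6L cytoplasm and from 26642830 to 30474881 (median 27682406) in N6L polysomes.
From these counts, genes with low counts were removed with edgeR's filterByExpr, library sizes were scaled by the TMM method, and all 12 libraries were fitted together by edgeR's quasi-likelihood model with 1 mean per fraction and treatment. The log2 translational index (TI) was the polysome-to-cytoplasm log2 ratio of the N6L cultures minus that of the non-treated cultures, tested as 1 contrast. All values are relative to the other mRNAs of a library, so a change shared by all mRNAs, such as a fall in the total amount of polysomal mRNA, does not appear in them.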

The polysome profile of mPDAC non-treated cells (Figure 1B) shows the classical profile of ribosome distribution. In contrast, when cells were treated with N6L (Figure 1C), a strong decrease in polysome peaks is observed with a reduced level of 40S and 60S subunits and an important increase in the 80S peak in comparison to non-treated cells.

In order to evaluate the ability of mPDAC cells to synthesize proteins following N6L treatment, we used the surface sensing of translation (SUnSET) technique [24], which is based on the incorporation of puromycin to newly synthesized proteins and its detection with anti-puromycin antibodies (Figure 1). As shown in fig1.D-E, mPDAC-treated cells displayed a significant decrease (26%) in the amount of puromycin-labeled peptides, compared to non-treated mPDAC as soon as after 24 h of N6L treatment (lane 4) with a maximum decrease of 52% after 48 h (lane 6) (Figure 1D,E).

These results indicated a decrease in protein synthesis in N6L-treated cells and agree with the decrease in the mPDAC translation capacity upon N6L treatment.

To determine how the translatome was affected by N6L treatment, results from the deep sequencing of cytoplasmic and polysomal fractions were analyzed (Figure 2). 

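After removal of genes with low counts, 13889 genes were tested. In the cytoplasm, 3935 of them (28.3%) differed between N6L-treated and non-treated cultures at an FDR under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2013 at a higher and 1922 at a lower level. An unadjusted p under 0.05 was reached by 5907 genes, where 694 are expected by chance. The alternative that moved this number most was leaving out N6L culture 2, which gave 1295 genes, and 2253 and 2173 genes passed without non-treated culture 1 or 4. When libraries were scaled by their total alone, the median log2 change of all genes moved from 0.04 to 0.19, and 65.5% of 3951 genes were higher instead of 51.2%. For 7624 genes (54.9%) the 3 N6L cultures lay all above or all below the 3 non-treated cultures, which chance gives for 10% of genes.
Among genes with a mean of at least 10 CPM, past the FDR limit and without overlap between treatments, the largest cytoplasmic increases were those of Egr3 (ENSMUSG00000033730, chromosome 14 from 70077203 to 70082614, GRCm38), with a log2 fold change of 4.57 (standard error 0.45, FDR 0.000203 from the same test), Egr2 (3.05, FDR 0.000697) and Arc (3.03, FDR 0.00015). Egr3 rose from 1.09 ± 0.777 CPM to 25.8 ± 2.80 CPM (SD, n = 3 cultures each). The largest decreases were those of 3 genes of the mitochondrial genome, mt-Nd2 (-2.90, FDR 0.00258), mt-Nd1 (-2.78, FDR 0.00226) and mt-Nd4 (-2.58, FDR 0.00308). Mitochondria were removed by centrifugation before the RNA was extracted, and the counts on mitochondrially encoded genes made up 0.752% ± 0.266 of the non-treated and 0.184% ± 0.0607 of the N6L cytoplasmic libraries (SD, n = 3 each).
For polysome versus cytoplasm, N6L-treated cultures had 5415 differing genes (39.0%), 2559 higher and 2856 lower in the polysomes. The number was 1153 without N6L culture 2 and 1653 without N6L culture 3. The split into higher and lower genes depended on the processing. It was 1762 and 3119 when libraries were scaled by their total alone, and 436 and 1217 without N6L culture 3. A correction of each library for transcript length and GC content, added after the results were seen, gave 1466 higher and 966 lower genes. Here and below, this correction removes any response to N6L that follows length or GC content along with a technical bias. For polysome versus cytoplasm, non-treated cultures had 29 differing genes, all lower in the polysomes. The mitochondrially encoded mt-Nd1, mt-Nd2 and mt-Nd4 were among them. In non-treated cultures, 1855 genes had an unadjusted p under 0.05, DESeq2 called 281 genes, and 335 genes passed without N6L culture 3, whose libraries enter the shared estimate of the spread. Without non-treated culture 1, 2 or 4 the number was 2, 3 and 0, and without N6L culture 2 it was 15. With the culture as a block, which pairs the cytoplasmic and polysomal libraries of each lysate, 203 genes passed in non-treated cultures. Whether a gene's ratio differs between the treatments is the question the TI answers.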

The RNA-sequencing analysis using the package DeSeq2 showed that among 14,384 mRNAs present in mPDAC, 39% (5610) were significantly expressed in both non-treated and N6L-treated cells (*p*-adj < 0.05) (Figure 2A).

These significantly expressed genes in non-treated and treated mPDAC cells were used to identify *bona fide* alterations in translational efficiency in response to N6L by calculating the translational index (TI) (Figure 2D). TI reflects the translation efficiency for each expressed mRNA by measuring the percentage of mRNA engaged in the polysomal (poly) fractions to a total amount of this mRNA found in the cytoplasmic (cyto) fractions and comparing these percentages between treated (T) and non-treated (NT) mPDAC cells (TI = X1/X2, with X1 and X2 representing the ratio between polysomal-to-cytoplasmic fraction in mPDAC-treated and non-treated cells, respectively).

By applying a TI cut-off = 1.5 and *p*-adj < 0.05, we identified 886 genes whose TI was significantly changed in response to N6L over 48 h (Figure 2C), indicating that N6L treatment altered the translation efficiency of 886 mRNAs out of the 14,384 analyzed. 

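Tested as 1 contrast over all 12 libraries, the TI of no gene passed an FDR of 0.05 in edgeR's quasi-likelihood test, with a smallest FDR of 0.555. An unadjusted p under 0.05 was reached by 1074 genes in this test, where chance gives 694, and DESeq2 likewise gave 0 genes past the limit, with 1233 under an unadjusted p of 0.05. With the culture as a block, which pairs the libraries of each lysate, the translational index had an unadjusted p under 0.05 for 2996 genes and again 0 past the limit. Without a filter on low counts 114 genes passed, 15 with a higher and 99 with a lower TI, and without N6L culture 1 a single gene passed. In simulated counts with the means and spread of these libraries, 200 genes were changed by 1 or 2 on the log2 scale in N6L polysomes alone. The test recovered 49.5% of these genes, 79.0% of those changed by 2 and 20.0% of those changed by 1. Ribosomal protein genes were also raised there by 0.5, and their recovery was not recorded. By size alone, 1879 genes had a log2 TI above 0.5 and 2075 a log2 TI below -0.5. The polysome-to-cytoplasm ratios of the 3 N6L cultures lay apart from those of the 3 non-treated cultures for 4123 genes (29.7%), against 10% by chance.
Table S1 lists the TI as the difference of the polysome-to-cytoplasm log2 fold changes of treated and non-treated cells, each with an adjusted p of its own. The paper names a TI cut-off of 1.5 and starts from genes significantly expressed in both conditions. Over all genes tested here, a log2 TI beyond 0.5 in either direction, the limit that Table S1 gives for its lists, together with an FDR under 0.05 in either polysome-versus-cytoplasm test gave 2588 genes, with TI values from -3.36 to 1.97. With a limit of 1.5, a log2 of 0.585, there were 1872 genes, 695 with a higher and 1177 with a lower TI, a count added after the results were seen. All 2588 passed the limit in the N6L test, and only 6 genes passed when both tests had to. Among these 6 were mt-Nd1, mt-Nd2 and mt-Nd4 of the mitochondrial genome, whose transcripts cytoplasmic ribosomes do not translate. The number was 4200 without N6L culture 1, 851 without N6L culture 2 and 539 without N6L culture 3.
Of the 213 genes of Table S1 with higher TI, 209 were among the genes tested. All 209 had a TI above 0 (median 0.60), 51 had an unadjusted p under 0.05 (157 with the block) and 0 passed the FDR limit, whether adjusted over all genes or adjusted over the list alone. Of the 673 genes with lower TI, 657 were tested and all had a TI below 0 (median -0.69), with 176 under an unadjusted p of 0.05 (366 with the block) and again 0 past either limit. Adjusted over the list alone, 2 of the higher and 466 of the lower genes passed without a filter on low counts, 2 and 2 with DESeq2, and 0 and 357 without N6L culture 1. Without the filter the lower genes had nearly the same median TI (-0.73), yet 525 of 660 had an unadjusted p under 0.05. The low-count genes added to the fit thus moved their p-values far more than their TI. The medians were 0.36 and -0.42 without N6L culture 3, and 0.23 and -0.35 with each library corrected for transcript length and GC content, where 205 of the 209 had a TI above 0 and 638 of the 657 one below 0. The study chose both lists on these same cultures, so their shared direction is not independent evidence. From a cut-off on the ratio X1/X2 together with an adjusted p, the paper concludes that N6L altered the translation efficiency of the genes it lists.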

The range of TI varying from −2 to +2.5 (Figure 2D). The translation of 673 (75.96%) of these mRNAs was down-regulated, whereas that of 213 (24.04%) mRNAs was up-regulated (Figure 2C). Therefore, down-regulation of translation efficiency was more frequent than up-regulation (genes list in Table S1).

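Of the 2588 genes selected by the 2 steps, 1082 (41.8%) had a higher and 1506 (58.2%) a lower TI. Without non-treated culture 4, 55.1% of 2749 genes had a higher TI, and without N6L culture 3 21.2% of 539 did. Scaling by library totals alone gave 27.2% of 2383 genes with a higher TI. With an added correction of each library for transcript length and GC content, chosen after the results were seen, 57.5% of 738 genes had a higher TI, and 49.6% of 1050 when the culture was also a block.
The index part of Table S1, sorted by TI, was used here only as the top of its 2681 lines, of which 577 were found in the count data. Set against DESeq2 fits without shrinkage to each pair of groups, a setting picked after several were compared with that table, the log2 fold changes of the paper differed by a median of 0.00494 for non-treated cells, 0.00476 for treated cells and 0.00519 for the TI.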

To determine the main functions of the genes whose mRNAs recruitment within polysomes was altered in response to N6L treatment, we performed a gene ontology analysis using the functional annotation clustering analytic modules of EnrichR bioinformatics resources that provides a rank classification of enriched functions based on the determination of *P*-values and enrichment scores [32]. 

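Gene sets for the terms of Fig. 2E and 2F were written by hand before the counts were examined, 10 sets in total, and tested in the TI with limma's camera on log2 CPM values, with Benjamini-Hochberg adjustment over the 10 sets. The terms themselves were found by the study on these cultures. Ribosomal protein mRNAs had a median log2 TI of 0.59, above 0 for 77 of 78 genes (camera FDR 4.76e-23). Subunits of the oxidative phosphorylation complexes had a median of 0.54, above 0 for 73 of 79 (FDR 2.2e-10), mitochondrial ribosomal proteins a median of 0.38, above 0 for 70 of 77 (FDR 4.08e-08), and proteasome subunits a median of 0.17, above 0 for 24 of 35 (FDR 0.0664, and 0.0359 with the culture as a block). The sets with a lower TI were phosphatidylinositol metabolism, with a median of -0.38 and 10 of 52 genes above 0 (FDR 2.27e-05), Fanconi anemia, with -0.29 and 16 of 49 (FDR 0.0134), and RNA transport, with -0.17 and 26 of 75 (FDR 0.0173). Cell cycle genes had a median of -0.08, with 47 of 119 above 0 (FDR 0.105). Translation factors with a 5′TOP motif had a median of 0.04 (FDR 0.176) and Eif3 subunits one of 0.03 (FDR 0.347). Camera was run with a preset correlation between genes of 0.01. None of these calls held with a correlation estimated from the libraries (smallest FDR 0.456 over the sets) or in limma's fry test (smallest FDR 0.299). Both were run without the culture as a block, so they leave the pairing of the fractions unused. The Fanconi anemia set passed no longer without non-treated culture 4 (FDR 0.0759), and RNA transport no longer without non-treated culture 1 (0.0563) or N6L culture 3 (0.103), while proteasome subunits passed without non-treated culture 1 (0.00893) or N6L culture 3 (0.0297). With each library corrected for transcript length and GC content, which was added for these sets after the results were seen, the median TI of proteasome subunits was 0.007, above 0 for 18 of 35 (FDR 0.989, and 0.830 with the block), and that of ribosomal proteins 0.30.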

Gene ontology analysis revealed functional pathways corresponding to cell cycle, Fanconi anemia, and RNA transport for the 673 mRNAs translationally repressed (Figure 2E) and functional pathways corresponding to ribosome/translation and oxidative phosphorylation for the 213 mRNAs translationally up-regulated (Figure 2F).

Interestingly, among these 673 translationally down-regulated mRNAs (shown in Figure S2A), 315 were transcriptionally stable (46.8%), encoding notably proteins implicated in phosphatidylinositol biosynthesis (purple panel), and 340 were transcriptionally up-regulated (51%) encoding proteins implicated in mitotic division (green panel) (Figure S2C,D). In addition, among the 213 translationally up-regulated genes (shown in Figure S2B), 73 were transcriptionally stable (34.3%) encoding proteins implicated in translation/ribosomal proteins (blue panel), and 131 were transcriptionally down-regulated (61.5%) encoding proteins implicated in the regulation of cholesterol storage (red panel) (Figure S2E,F). 

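Among the 1506 genes with a lower TI by the 2 steps, the cytoplasmic level was stable, that is within 0.5 on the log2 scale, for 521 (34.6%, exact Clopper-Pearson 95% interval 32.2% to 37.1%), higher for 980 (65.1%, 62.6% to 67.5%) and lower for 5 (0.332%, 0.108% to 0.773%). The intervals cover counting error only. Of all 13889 genes tested, 57.5% were stable, 23.0% higher and 19.6% lower. With an FDR under 0.05 as the limit between the classes, 58.2% of the 1506 were stable and 41.7% higher. The cytoplasmic level is also the denominator of the TI, so the 2 measures share libraries. A set of 20 simulations kept the cytoplasmic changes estimated here and had no change in the TI. In them, 52.2% of the genes with a lower TI (46.7% to 54.8%) were classed as higher in the cytoplasm. Genes of phosphatidylinositol metabolism had a median cytoplasmic log2 change of 0.46, above 0 for 47 of 52 genes (FDR 6.82e-06 by camera and 0.00472 by fry). With the correction for transcript length and GC content, added after the results were seen, this median was 0.16, above 0 for 39 of 52, and 0.17, above 0 for 36 of 52, when the culture was also a block. Cell cycle genes had a median of -0.10, above 0 for 54 of 119 (FDR 0.101 by camera and 0.292 by fry). Their median was 0.06, above 0 for 61 of 119, when scaled by library size alone. The correction for transcript length and GC content moved it to -0.19, above 0 for 37 of 119 (camera FDR 0.0102). When the culture was also a block, it was -0.15, above 0 for 38 of 119 (camera FDR 0.0166).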

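For the 1082 genes with a higher TI, the cytoplasmic level was stable in 303 (28.0%, exact 95% interval 25.3% to 30.8%), lower in 757 (70.0%, 67.1% to 72.7%) and higher in 22 (2.03%, 1.28% to 3.06%). With classes by the FDR limit these shares were 44.8%, 54.1% and 1.11%. In the simulations without a change in the TI, 39.0% of genes with a higher TI (35.8% to 41.0%) fell into the lower class, compared with 70.0% here. Over the paper's own 213 genes the median cytoplasmic log2 change was -0.66 and the median polysomal change -0.05, and over its 673 genes 0.61 and -0.13. The polysomal medians depended on single cultures. They were -0.36 and 0.15 without N6L culture 3, 0.12 and -0.38 without N6L culture 1, 0.03 and -0.22 without N6L culture 2, and 0.11 and -0.15 without non-treated culture 4. With each library corrected for transcript length and GC content, the cytoplasmic medians were -0.31 and 0.19. Of the 78 ribosomal protein genes, 73 had a cytoplasmic change below -0.5 and the other 5 lay within the stable range. With the correction for transcript length and GC content, which for this class was added after the results were seen, 39 were below -0.5 and 39 within the stable range, and 40 and 38 when the culture was also a block.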

Altogether, these data suggest that the recruitment of these mRNAs into polysomes was controlled upon N6L treatment.

### 3.2. N6L Induces a Global Decrease in mRNA Translation Correlated with a Decrease in EiF3 mRNAs Translation

Because the polysome profiling was indicative of a variation of global translational activity of the cell, we investigated the expression of the mRNAs coding for essential proteins involved in translation regulation that were subjected themselves to a translational regulation as revealed by our functional gene ontology analysis (Figure 2E). Among the 673 mRNA that are down-regulated, several mRNA encode for proteins involved in translation initiation (Figure 2E).

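Eif3a (ENSMUSG00000024991) lies on chromosome 19 from 60761117 to 60790658 (GRCm38) and Eif3c (ENSMUSG00000030738) on chromosome 7 from 126546455 to 126566411. The log2 polysome-to-cytoplasm ratio of Eif3a was -0.98 ± 0.45 in non-treated and -2.26 ± 1.38 in N6L-treated cultures (SD, n = 3 each, exact two-sided permutation test, p = 0.3), and its fitted log2 TI was -0.98 (standard error 0.57, unadjusted p 0.105, FDR 0.555 from edgeR's quasi-likelihood test). The values per culture overlapped, with -0.49, -1.38 and -1.06 in non-treated and -0.83, -2.35 and -3.58 in N6L-treated cultures. The TI of Eif3a ranged from -1.82 without N6L culture 1 to -0.48 without N6L culture 3, and it passed the limit only without the filter on low counts (TI -1.03, FDR 0.0353). The filter itself keeps Eif3a, so this pass came with the low-count genes added to the fit. For Eif3c the ratio was 0.00 ± 0.04 in non-treated and -0.59 ± 0.48 in N6L-treated cultures (SD, n = 3 each, exact permutation test, p = 0.1, the smallest that 3 cultures against 3 allow), with a TI of -0.53 (standard error 0.32, unadjusted p 0.119, FDR 0.555 from the same test), which ranged from -0.81 without N6L culture 1 to -0.31 without N6L culture 3. All 3 N6L cultures lay below all 3 non-treated cultures for Eif3c. In the 2-step selection both genes have a TI beyond -0.5, but only Eif3a had an FDR under 0.05 for its polysome-to-cytoplasm ratio in N6L-treated cultures (log2 -2.03, FDR 0.00508), against 0.0747 for Eif3c.
The 12 other genes of Eif3 subunits had TI values from -0.42 (Eif3j1) to 0.55 (Eif3k). Which of them lay beyond 0.5 depended on single cultures. The TI of Eif3k ranged from 0.25 without N6L culture 3 to 0.72 without N6L culture 1, that of Eif3f (0.50) from 0.35 to 0.60 without the same cultures, that of Eif3h (0.44) from 0.35 without N6L culture 3 to 0.54 without non-treated culture 4, that of Eif3i (0.41) from 0.24 without N6L culture 3 to 0.57 without N6L culture 1, and that of Eif3j1 from -0.64 without non-treated culture 2 to -0.16 without non-treated culture 4. For Eif3d, Eif3g and Eif3j2 the sign of the TI changed with a correction of each library for transcript length and GC content. No TI of the 14 genes passed the FDR limit.

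**Figure D1:**
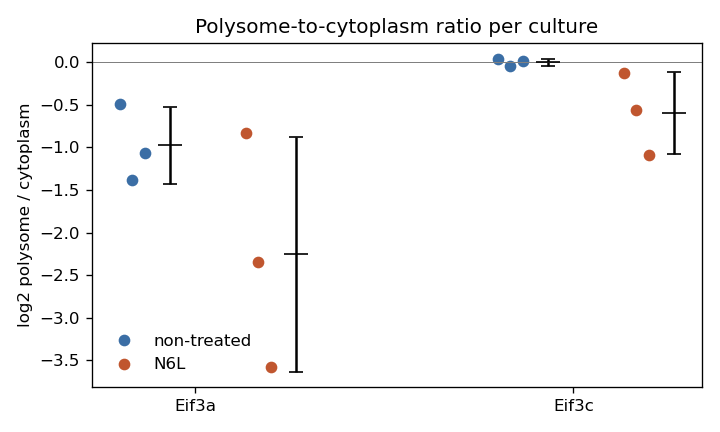
Log2 ratio of normalized polysomal to cytoplasmic counts (vertical axis) of Eif3a and Eif3c in each of 3 non-treated (blue) and 3 N6L-treated (orange) cultures, with mean and SD beside the points. For Eif3a the N6L cultures range from -0.83 to -3.58 and overlap with the non-treated cultures, and for Eif3c they range from -0.13 to -1.09, below the non-treated cultures, which lie between -0.04 and 0.04.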

*EiF3a* mRNA and *EiF3c* mRNA, coding for the essential components of the translation initiation EiF3 complex, were strongly translationally repressed under N6L treatment (TI = −0.99 and −0.54, respectively) while mRNA encoding the other members (*EiF3e-j*) were mostly unchanged (Figure 3A). Using Western blotting analysis, EiF3a and EiF3c protein levels were significantly reduced (Figure 3B,C) while the protein level of the other EiF3 members (EiF3e, h, and k) did not change (Figure 3D,E) upon N6L treatment. 

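In the cytoplasmic libraries, Eif3a was at 376 ± 156 CPM in non-treated and 609 ± 130 CPM in N6L-treated cultures (SD, n = 3 each), a log2 fold change of 0.70 (standard error 0.40, FDR 0.20 from edgeR's quasi-likelihood test), which was smaller than the spread allows to call. It ranged from 0.47 without non-treated culture 1 to 1.08 without non-treated culture 2, and it passed the limit only without the filter on low counts (FDR 0.0012), which itself keeps Eif3a. Eif3c was at 628 ± 112 CPM in non-treated and 630 ± 39.5 CPM in N6L-treated cultures (SD, n = 3 each), a log2 fold change of 0.01 (standard error 0.23, FDR 0.988 from the same test), with values from -0.14 to 0.14 when 1 culture was left out. In the polysomal libraries, the log2 change was -0.29 for Eif3a (FDR 0.690) and -0.53 for Eif3c (FDR 0.156). Of the 12 other genes of Eif3 subunits, 6 were lower in the cytoplasm of N6L-treated cultures at an FDR under 0.05. Of these 6, only Eif3k passed whichever culture was left out. Without N6L culture 2, 2 of them passed, without non-treated culture 1 it was 3, and without non-treated culture 2 or 4 or N6L culture 1 it was 5. With a correction for transcript length and GC content, added after the results were seen, 3 passed.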

Using quantitative PCR, no change was observed in the expression of the *EiF3a and 3c* mRNAs (Figure 3F) in agreement with the transcriptomic analysis (Figure S2). Altogether, these results revealed that N6L decreases the EiF3a and EiF3c expression at the translational level that contributes to the down-regulation of global mRNA translation.

### 3.3. NCL Targeting by N6L Increases 5′TOP mRNA Translation by Activating the mTOR Pathway

Although the global translation was overall reduced upon N6L treatment, the translatome analysis identified a subset of mRNAs (24.04%) that were enriched in the polysomal fractions (Figure 2C–F). Functional gene ontology analysis of these 213 mRNAs identified genes encoding proteins involved in ribosome biogenesis, translation, or energy metabolism pathways (Figure 2F). In particular, it was very striking to find many mRNAs coding for ribosomal proteins (Figure 4A).

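The set of ribosomal protein genes held 78 genes among those tested, and 55 of them had a log2 TI above 0.5, the other 23 lying between -0.5 and 0.5. The median TI of the set was 0.40 without N6L culture 3, so fewer genes lay above 0.5 there. It was 0.30 with each library corrected for transcript length and GC content, chosen after the result was seen, and again fewer lay above 0.5. The correction cannot tell a technical bias from a response to N6L that follows length or GC content. Single values ranged from -0.04 to 0.92, and none passed the FDR limit in edgeR's quasi-likelihood test of the TI. Their median polysome-to-cytoplasm log2 ratio was 0.25 in non-treated and 0.85 in N6L-treated cultures, and 72 of 78 were higher in the polysomes than in the cytoplasm past the FDR limit under N6L, against 0 in non-treated cultures. Across all genes the TI falls with transcript length, and the annotated transcripts of ribosomal protein genes are short, with a median of 925 nt. Length and GC content were those of the longest annotated transcript of a gene, which need not be the one expressed. In 10000 random lists drawn from the other genes nearest to them in transcript length, GC content and expression, the median TI was 0.45 (central 95% of lists 0.39 to 0.51), compared with 0.59 for the ribosomal protein genes. The match was incomplete, as these lists had a median length of 1148 nt and a median level of 481 CPM, against 1158 CPM for the ribosomal protein genes. Corrected for the trend with these 3 properties, a step chosen after the lists were seen, their median TI was 0.11. Every scaling of the libraries left 77 of the 78 above 0.
Rpl36 (ENSMUSG00000057863, chromosome 17 from 56613416 to 56614243, GRCm38) had a log2 TI of 0.75 (standard error 0.41, unadjusted p 0.0894, FDR 0.555 from the same test), and its ratio rose from 0.47 ± 0.19 to 1.18 ± 0.48 (SD, n = 3 each, exact two-sided permutation test, p = 0.1). Rps3 (ENSMUSG00000030744, chromosome 7 from 99477896 to 99483738) had a log2 TI of 0.64 (standard error 0.22, unadjusted p 0.0114, FDR 0.555), with a ratio of 0.32 ± 0.02 in non-treated and 0.95 ± 0.34 in N6L-treated cultures (SD, n = 3 each, exact permutation test, p = 0.1). In both, every N6L culture lay above every non-treated culture. The TI of Rpl36 ranged from 0.41 without N6L culture 3 to 0.94 without N6L culture 1, and that of Rps3 from 0.44 to 0.80 without the same cultures. With each library corrected for transcript length and GC content they were 0.26 for Rpl36 and 0.62 for Rps3.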

Ribosomal protein transcripts are characterized by the presence of a specific motif in their 5′UTR called 5′ terminal oligopyrimidine (5′TOP) sequence immediately adjacent to the cap structure [34]. This family of 5′TOP mRNAs generally encodes proteins involved in translation initiation, elongation, and termination.

By comparing the mRNAs enriched in polysomes after N6L treatment mRNA to those classified as 5′TOP mRNAs [33], out of these 213 genes enriched in polysome fractions, we identified 53 TOP mRNAs (24.2%) (Figure 4B, Table S1). Not surprisingly, gene ontology analysis of these 53 mRNAs reveals that there are all involved in pathways related to translation, cytoplasmic ribosomal protein, or Cap-dependent translation initiation. In contrast, the set of non-5′TOP is exclusively involved in pathways related to mitochondrial metabolism, including mitochondrial translation, ATP synthesis, or oxidative phosphorylation.

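In the cytoplasm of N6L-treated cultures, 75 of the 79 genes of oxidative phosphorylation subunits were lower, with a median log2 change of -0.82 (camera FDR 2.33e-14, fry FDR 0.0169), and 75 of the 77 mitochondrial ribosomal protein genes, with a median of -0.71 (camera FDR 2.39e-16, fry FDR 0.0073). With the correction for transcript length and GC content, added after the results were seen, these medians were -0.42 and -0.46, and -0.35 and -0.41 when the culture was also a block. In the polysomal libraries the medians were -0.26, with 66 of 79 lower (camera FDR 0.000299, fry FDR 0.329), and -0.33, with 70 of 77 lower (camera FDR 2.29e-07, fry FDR 0.113). The polysomal fall of the oxidative phosphorylation set depended on single cultures. Its median was -0.03 without non-treated culture 4 (camera FDR 0.111), -0.12 without N6L culture 1 (0.161) and -0.49 without N6L culture 3. That of the mitochondrial ribosomal protein genes was -0.14 without non-treated culture 4, with 22 of 77 higher, and -0.21 without N6L culture 1. For both sets the fall in the cytoplasm was larger than that in the polysomes, which gives the higher TI, under each scaling of the libraries.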

Most of these 53 5′TOP translationally up-regulated mRNAs (81.1%) were transcriptionally down-regulated (Figure 4C). This means that, upon N6L treatment, enrichment in the polysome fraction is not a consequence of a higher accumulation of these mRNAs, but it is rather due to an increase in the recruitment of these mRNAs in the polysomes.

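All 78 ribosomal protein genes were lower in the cytoplasm of N6L-treated cultures, with a median log2 change of -0.91, and 76 of them passed an FDR of 0.05 (edgeR's quasi-likelihood test, set FDR 0.00155 by fry). In the polysomal libraries 76 of 78 were lower, with a median of -0.33, and 2 passed the limit (set FDR 8.13e-09 by camera and 0.0994 by fry). With the correction for transcript length and GC content, added after the results were seen, the medians were -0.50 in the cytoplasm and -0.22 in the polysomes. This direction was the same under each scaling of the libraries. None was higher in the polysomes past the limit, so the higher TI came from a smaller relative fall in the polysomes than in the cytoplasm. The median polysomal change ranged from -0.51 without N6L culture 3 to -0.19 without non-treated culture 4.

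**Figure D2:**
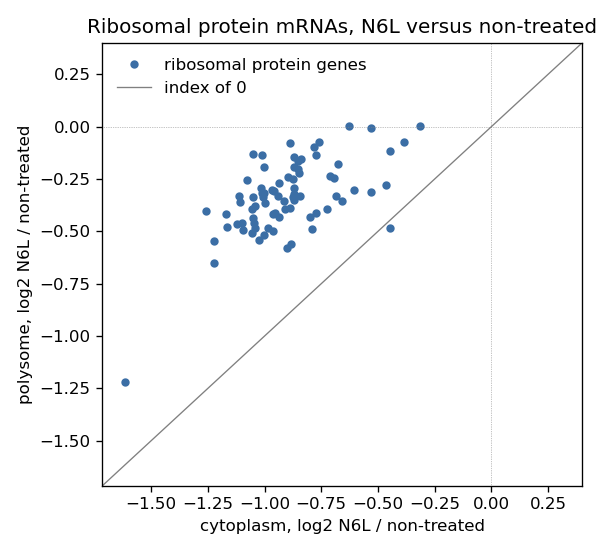
Log2 fold change of N6L-treated over non-treated cultures in the cytoplasm (horizontal axis) and in the polysomes (vertical axis) for 78 ribosomal protein genes, one point per gene from the fit over 3 cultures per treatment. Points above the diagonal have a TI above 0. The genes have a median of -0.91 in the cytoplasm and of -0.33 in the polysomes, and 77 lie above the diagonal.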

Collectively, these data suggest that NCL targeting by N6L promotes selective recruitment to polysomes of some mRNAs bearing 5′TOP motifs in their 5′UTR. This recruitment maintains translation as seen for RPL36 and RPS3 using Western-blotting analysis (Figure 4D) despite the decreased accumulation of these mRNAs upon N6L treatment.

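The cytoplasmic level of Rpl36 was 968 ± 249 CPM in non-treated and 449 ± 36.9 CPM in N6L-treated cultures (SD, n = 3 each), a log2 fold change of -1.11 (standard error 0.29, FDR 0.0146 from edgeR's quasi-likelihood test), and it did not pass the limit without N6L culture 2 (FDR 0.0631). That of Rps3 was 2804 ± 48.1 CPM and 1641 ± 214 CPM (SD, n = 3 each), a log2 fold change of -0.77 (standard error 0.16, FDR 0.00441 from the same test), with an FDR of at most 0.0293 when 1 culture was left out. In the polysomal libraries the log2 change was -0.36 for Rpl36 (FDR 0.458) and -0.13 for Rps3 (FDR 0.621), neither distinguishable from 0.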

To determine if the 5′TOP motif plays an active role in this recruitment, we insert the 5′TOP motif of *Rpl36* and *Rps3* mRNAs upstream the *firefly* gene reporters and downstream the CMV promoter (Figure 4E). These plasmids, pFL-5′TOP, were co-transfected with pRL (for normalization) in mPDAC cells treated with increasing doses of N6L. After 24 h, the luciferase activity was quantified to determine if the 5′UTR was required for the increased translation of the chimeric mRNA. Indeed, in the presence of the increasing amount of N6L, the presence of these 5′UTR sequences provided an increasing amount of luciferase activity, suggesting that the presence of this motif increased the recruitment of these mRNAs in the polysomes upon N6L treatment (Figure 4F).

As the 5′TOP motifs are mainly regulated by the mTOR pathway [35], our data suggested that the N6L treatment could activate the mTOR pathway in mPDAC.

Therefore, to determine if the mTOR pathway was activated in mPDAC cells upon N6L treatment, we analyzed the expression/activation of the three primary downstream effectors of mTOR 4E-BP1, RPS6 (a downstream target of S6K), and AKT by performing Western blotting and quantification of the phosphorylated-to-total form ratios of RPS6, 4EBP1 and AKT accumulations (Figure 5A–D).

We showed that the N6L treatment induces strong phosphorylation of RPS6, 4EBP1 (**γ** and **β** forms), and AKT, compared to non-treated mPDAC cells (Figure 5A; lanes 1,2) while the expression of NCL protein is decreased. We then determined whether NCL expression modulates the mTOR pathway. Indeed, the activation of mTOR, via the hyper-phosphorylation of RPS6, AKT, and 4EBP1, was also observed when NCL was down-regulated by siRNA (Figure 5A, lanes 3,4). In addition, the phosphorylation of RPS6 and AKT occurred in an N6L dose-dependent manner as revealed by Western blotting (Figure 5B) and immunofluorescence analysis of phosphorylated RPS6 (Figure 5C).

Collectively, these results showed that NCL inhibition, either through siRNA or with N6L treatment, causes activation of the mTOR pathway in mPDAC cells.

The translation of 5′TOP mRNAs is regulated by the binding of La-related protein 1 (LARP1) to the cap and TOP sequence [33,36,37]. Indeed, Western-blotting results showed an accumulation of LARP1 in an N6L dose-dependent manner (Figure 5D).

In sum, these data demonstrate that the N6L treatment modified the translatome of treated PDAC cells through the activation of the mTOR pathway, thereby allowing the translation of a specific set of mRNAs involved in the translational and metabolic pathways.

### 3.4. Combinations of N6L and mTORi Are Synergistic on PDAC Cell Growth and Viability Inhibition

The activation of the mTOR pathway by N6L induces an increase in translation of 5′TOP mRNAs, which may contribute to a decrease in efficiency of the N6L treatment on cell viability and proliferation. We tested the effects of the combination of the mTOR inhibitors with N6L in human and murine PDAC models.

We used the allosteric mTORC1 inhibitor rapamycin (RAPA, Sirolimus) and the ATP-competitive mTOR kinase inhibitors AZD2014 (Vistusertib) and INK128 (Sapanisertib), which inhibit both mTORC1 and mTORC2 [38,39].

Two concentrations of RAPA, AZD2014, or INK128 were tested alone or in combination with N6L for mPDAC confluence/growth assay over 72 h using IncuCyte ZOOM^®^ live-imaging (Figure 6 and Figure S3). As previously described in Figure S1, N6L induced a decrease in cell growth in a dose-dependent manner, whereas mTORi alone had no or modest effects on mPDAC cell growth at the tested concentrations (10 and 25 nM) (Figure S3A–C). However, the combination of both mTOR inhibitors and N6L had strong inhibitory effects on mPDAC cell growth (Figure 6A–C), suggesting an additive or synergistic effect between the two molecules. Using the Combenefit^®^ software [23] based on the LOEWE method, we demonstrated that the combination of N6L (5 or 10 µM) and mTORi had a strong synergistic effect on the mPDAC growth inhibition (Figure 6G; upper panels).

We then further validated these combinations in patient-derived xenograft (PDX) models and other preclinical cell lines. Whereas mTORi alone has no or modest effects on PDX cell growth at the tested concentrations (Figure S3D–F), except for INK128 at a high concentration of 100 nM), the combination of RAPA, AZD2014, or INK128 with N6L was superior to single-agent treatment (Figure 6D–F), and this effect on PDX growth inhibition was synergistic (Figure 6G, lower panels).

The same results were obtained in human PDAC cell lines MiaPaca-2 (Figure S4A–C) and Panc-1 (Figure S5A–C) upon N6L/mTORi combination.

As N6L treatment impairs the cell viability of mPDAC cells (Figure S6A), we wanted to determine if the death of the cells was due to caspase-dependent apoptosis as previously described [9,17]. Apoptosis induction assay was performed using the IncuCyte ZOOM^®^ live-imaging. A fluorescent reagent, activated when effector caspases 3/7 were activated, allowed the device to count the number of apoptotic cells per mm^2^ every 2 h during 72 h. We observed a strong and significant increase in caspase-dependent apoptosis in mPDAC-treated cells in a dose-dependent manner compared to non-treated cells (Figure S6B). In addition, the morphology of the N6L-treated cells appears different from that of non-treated cells.

Upon N6L and mTORi dual treatment, we also observed a strong increase in caspase-dependent apoptosis in mPDAC-treated cells with N6L combined to the dual mTORi INK128 (Figure 6H).

To accurately predict the efficacy of these new drug combinations for PDAC therapy, we tested them on three-dimensional culture models by establishing spheroids and PDAC tumor-derived organoid cultures. To this end, we allowed PDAC and PDX cells to form spheroid, as previously described [40]. Then, we treated them with different drugs concentrations of N6L or INK128, alone or in combinations over 96 h, using IncuCyte ZOOM^®^ live-imaging (Figure 6I–L). To evaluate the impact of the drug combination on spheroid growth, their area was calculated using ImageJ software. The results showed that the spheroid area decreased by 22% and 21%, upon N6L or INK128 alone, respectively (Figure 6I–K), while when INK128 is combined with N6L treatment, the mPDAC spheroid area decreased more than 41% (*p* = 0.006). The same results were obtained for PDX spheroids (Figure 6J), MiaPaca-2 (Figure S4D,E), and Panc-1 (Figure S5D,E) cell lines. In PDX models, the combination of N6L and INK128 significantly decreased the PDX spheroid area by more than 60% (*p =* 0.003) comparing to non-treated conditions (Figure 6L).

We also tested the combination of N6L and INK128 on mPDAC tumor-derived organoid viability (Figure 6M,N). The organoid cultures were established from mPDAC tumors generated in mice as previously described [22,41]. An analysis of MTS data by the LOEWE method in the PDAC-derived organoids models demonstrated that the combination of N6L and INK128 had an inhibitory synergistic effect on the cell viability (Figure 6M,N).

Mechanistically, we confirmed by Western-blotting analysis the inactivation of mTOR pathway upon the N6L and mTORi dual treatment (Figure 7A,B), where a strong decrease in RPS6 and 4EBP1 phosphorylation in mPDAC and PDX cells is observed. We obtained the same results on the other human PDAC cell lines MiaPaca and Panc (Figure S5F and Figure S6F, respectively). Of note, the dual mTORC1/mTORC2 INK128 inhibitor seemed to have a strong effect in comparison to the other mTOR inhibitors when combined with N6L.

Collectively, these results demonstrate that NCL targeting by N6L treatment and inhibition of the TOR pathway act synergistically to inhibit PDAC cell growth.

## 4. Discussion

Nucleolin (NCL) overexpression is associated with a poor prognostic for many cancers, including pancreatic cancer. PDAC remains one of the most aggressive and lethal diseases because of the limited therapeutic options. The nucleolin aptamer N6L shows antitumor effects on breast cancer [17], glioblastoma [19], non-small cell lung carcinoma [20], and PDAC [9,21].

NCL is a multifunctional protein that is required for cell growth and proliferation. The inhibition of NCL with aptamers such as N6L, AS1411, or through silencing with siRNA induces a profound remodeling of the cell (and nucleus) morphology with a strong effect on the cell cycle progression and on genes expressions [10,14]. Our study shows that PDAC cells treated with NCL inhibitors activate pathways that allow the production of proteins involved in translation, despite the global translational repression indicating that the cells are trying to overcome the inhibition of NCL function. The activation of the mTOR signaling pathway is part of this cellular response to NCL inhibition to help the cell to survive despite the inhibition of many of the vital functions of NCL. The synergistic effect of NCL and mTOR inhibitors shows that the activation of the mTOR pathway is important for the survival of the cells when NCL is inhibited.

We found that although N6L strongly inhibits global translation, some mRNAs escape this global translational shutdown (Figure 2). The expression of these mRNAs that continue to be recruited in polysomes in N6L-treated cells was either stable or lower (Figure S2), indicating that this increased recruitment in polysomes was not the consequence of an increase in their transcription but rather the consequence of regulation at the translational level. These translationally up-regulated mRNAs are mostly implicated in cell metabolism and translation machinery.

Many of these mRNAs recruited in the polysomes under N6L treatment contains a 5′-Terminal oligopyrimidine (5′TOP) in their 5′UTR and encodes for ribosomal proteins and for factors regulating translation.

The 5′TOP motif begins with a C nucleotide directly adjacent to the cap structure, followed by a series of approximately 4–15 pyrimidines, often followed by a G-rich region [34]. The 5′TOP motif is highly conserved and is found in all human ribosomal proteins as well as non-ribosomal proteins involved in translation [42,43]. This shared TOP motif allows cells to quickly modulate the expression of proteins involved in ribosome production and protein synthesis in response to changes in cellular homeostasis. We hypothesize that the cells activate the translation of these 5′TOP mRNAs to counteract the negative effect of N6L on cell survival. Mechanistically, the translation of these 5′UTR motifs is regulated by the mTOR pathway.

mTOR pathway is crucial to control cell growth and survival in physiological as well as pathological conditions. It acts in two distinct mTOR complexes, mTORC1 and mTORC2, which differ in associated proteins and by sensitivity to rapamycin and its derivatives [44]. The major function of mTORC1 is the promotion of cellular growth and proliferation via increasing protein synthesis and inhibition of autophagy. Functions of mTORC2 are less well studied and include organization of the actin cytoskeleton, control of cellular metabolism, and anti-apoptotic properties via stimulation of the AKT-FOXO pathway.

The inhibition of the mTORC1 pathway leads to a strong decrease in the translation of transcripts containing the 5′TOP motif [35,45]. However, how mTOR regulates 5′TOP mRNA translation remains not completely understood.

Many factors have been proposed as trans-acting factors that could regulate (positively or negatively) the translation of 5′TOP mRNA, including the T-cell intracellular antigen-1 (TIA1) and TIA-1-related (TIAR) proteins, miR-10A, 4EBP1, and LARP1 [46]. mTORC1 enhance 5′TOP mRNA translation by two mechanisms: phosphorylation of 4EBP1 and/or LARP1 [35,37,39].

Under mTOR activation, 4EBP1 is phosphorylated, which prevents 4EBP1 from disrupting the interaction of eIF4E and the mRNA cap, and has been shown to selectively enhance 5′TOP mRNA translation [35,39]. The role of LARP1 in the regulation of TOP mRNAs remains controversial. While LARP1 was shown to regulate TOP mRNA stability, it has also been described as a positive or negative regulator of TOP mRNA translation, depending on the context and the energy status of the cells [47]. LARP1 interacts with the raptor and is phosphorylated by mTORC1, which is thought to modulate its mRNA-binding activity [45,48]. In our study, the phosphorylation of 4EBP1, RPS6, and AKT and the accumulation of LARP1 upon N6L treatment enhance the 5′TOP mRNA translation show that the mTOR pathway is activated and that LARP1 could act as a positive regulator.

The mTOR pathway is reported to be aberrantly active in several cancers, including PDAC [49,50], in part due to mutations in upstream regulatory molecules including PTEN, AKT, and TSC1/2. Most PDAC cancers have RAS mutations leading to activation of the MEK/ERK pathway, which can inactivate TSC1/2 and thereby activate TORC1. Therefore, mTOR is a relevant target for the treatment of PDAC [49]. Several types of mTOR inhibitors such as rapamycin, its rapalogs, and dual mTORC1/mTORC2 inhibitors have been examined in various cancer models, including PDAC [49,51]. However, the effects of mTOR inhibitors used as monotherapy in clinical trials have not shown significant effects and are sometimes dampened by several resistance mechanisms [52]. Combined therapies with mTOR inhibitors and other pathway inhibitors or conventional therapies are under investigation in preclinical and clinical trials in different tumor types [53]. Hence, novel therapeutic strategies based on mTOR inhibition still need to be developed. In PDAC, there is an increased need for new therapeutic strategies with better efficacy and less toxicity.

In our study, NCL targeting by N6L enhances the mTOR pathway-inducing reprogramming of the translatome by an increase in specific mRNAs (including 5′TOP mRNAs) in the polysomes while the translation of most of the mRNAs is strongly down-regulated. This specific recruitment of mRNAs coding for ribosomal proteins and for factors required for the regulation of translation could be involved in mechanisms put in place by the cell in reaction to N6L to try to better resist the inhibitory effects of the drugs.

Indeed, when we combined N6L with mTOR inhibitors, we observed a synergistic inhibitory effect in different 2D and 3D preclinical models including, PDX and organoid-derived tumors that faithfully reproduce the molecular features of PDAC human tumors, display a high predictive value for clinical efficacy in patients and are critically needed for the development of new treatments. We used two classes of mTORi, allosteric mTORC1 inhibitor rapamycin (RAPA, Sirolimus) and dual mTORC1/mTORC2 inhibitors AZD2014 (Vistusertib) and INK128 (Sapanisertib) [38,39]. Furthermore, we showed that this synergistic effect of inhibiting cell proliferation and viability is maintained even when the PDAC cells are co-treated with low doses of N6L and mTORi (data not shown) that can help to prevent side effects due to mTORi toxicity in the clinic by reducing mTORi doses. In addition, we confirmed by Western-blotting analysis the inactivation of the mTOR pathway upon the N6L and mTORi dual treatment.

## 5. Conclusions

In this study, we show that the NCL aptamer’s strong inhibition of PDAC cell growth is coupled with the reprogramming of the translational machinery through the activation of the mTOR signaling pathway. We further demonstrate that NCL targeting by N6L treatment sensitizes PDAC cells to mTOR inhibitors. We propose a novel therapeutic strategy based on mTOR inhibition combined with NCL targeting by N6L to treat PDAC.

## Figures and Tables

**Figure 1:**
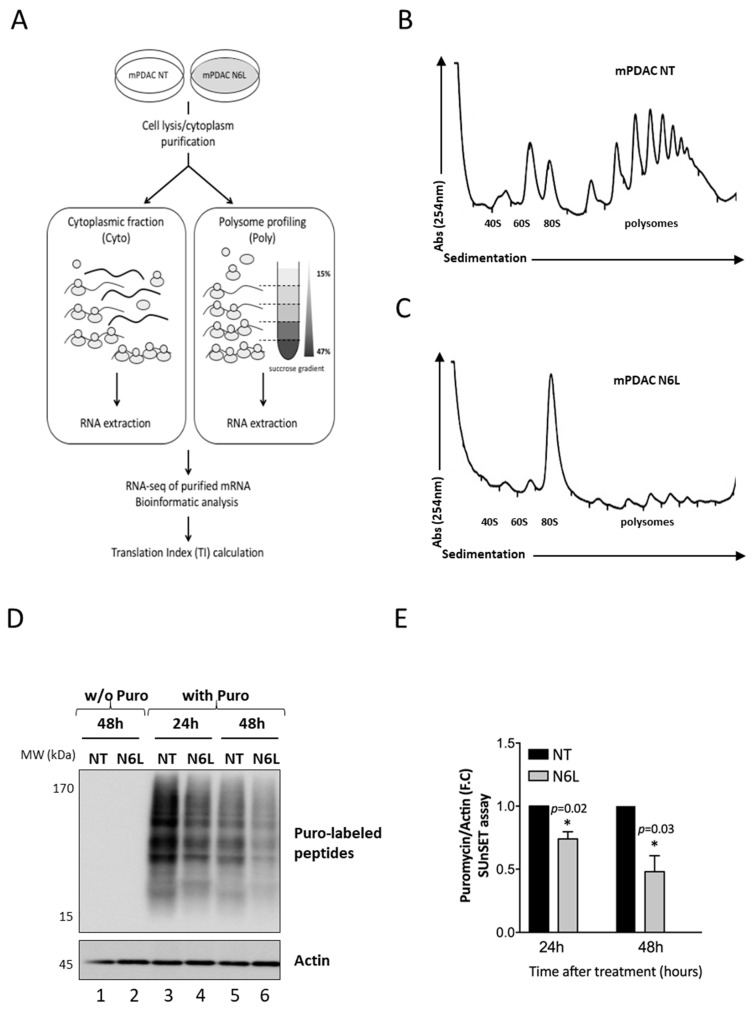
NCL targeting by N6L impacts mPDAC cell translation. (**A**)—Experimental design of translatome analysis procedure. mPDAC cells were treated (T) or not (NT) with 50 µM of N6L for 48 h. Cytosolic lysates from cells were sedimented on a sucrose gradient (15–47%). Following ultracentrifugation, 40S and 60S ribosome subunits, the 80S monosomes, and polysomes are separated. RNAs were extracted from polysome pooled fractions (mRNA-associated polysomes) and cytoplasmic fractions (cytoplasmic mRNA). The RNA quality and integrity were verified using a Bioanalyser 2100 before sequencing and bioinformatics analysis. (**B**,**C**)—Polysome profiles of mPDAC cells non-treated (mPDAC NT) or treated (mPDAC T) with N6L. Curves show absorbance at 254 nm as a function of sedimentation. (**D**,**E**)—mPDAC cells, treated or not with N6L, were incubated with puromycin for the measurement of overall protein synthesis by the SUnSET method and then subjected to Western blotting (**D**). Protein synthesis rates were quantified by measuring the signal intensity in each lane and normalizing the values to that of the control lane (**E**). w/o Puro, without puromycin. Data represented are the means ± SD of at least three experiments. * *p* < 0.05 and n.s. for not significant, as determined by Student’s *t*-test on final data point.

**Figure 2:**
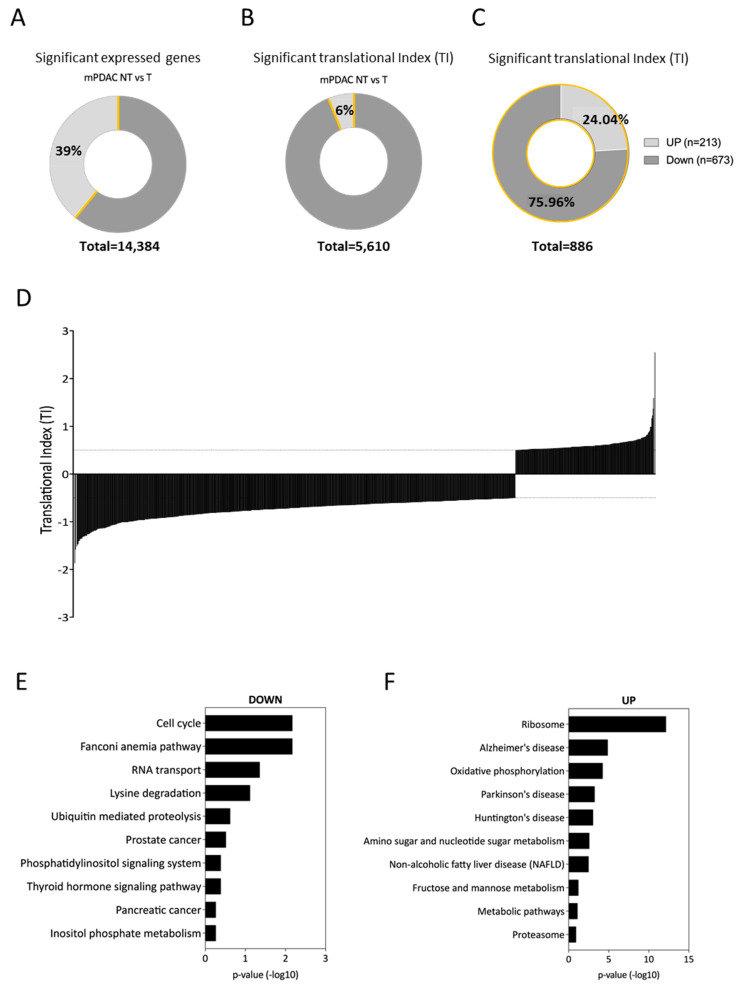
Bioinformatics analysis of mPDAC cell translatome upon N6L treatment. **A**—Percentage of translationally deregulated mRNAs in response to N6L treatment. Among the 14,384 blasted genes, 39% (5610) were significantly expressed in both NT and T conditions (**A**). About 6% (886) of these 5610 genes were significantly deregulated at translational levels (TI cut-off = 1.5, *p* < 0.05) (**B**). Among these 886 translationally deregulated genes, 24.04% were up-regulated, and 75.96% were down-regulated (**C**). Distribution of the Translational Index (TI) (TI = X1/X2), with X1 and X2 expressing the ratio between polysomal-to-cytoplasmic fraction in mPDAC-treated and non-treated cells, respectively (**D**) (complete gene list in Table S1). (**E**,**F**)—Ontology analysis was determined using the functional annotation clustering tools from EnrichR software. Translationally down-regulated genes are involved in the cell cycle, Fanconi anemia and RNA transport (**E**). While translationally up-regulated genes are mainly involved in ribosome/translation and metabolism (**F**).

**Figure 3:**
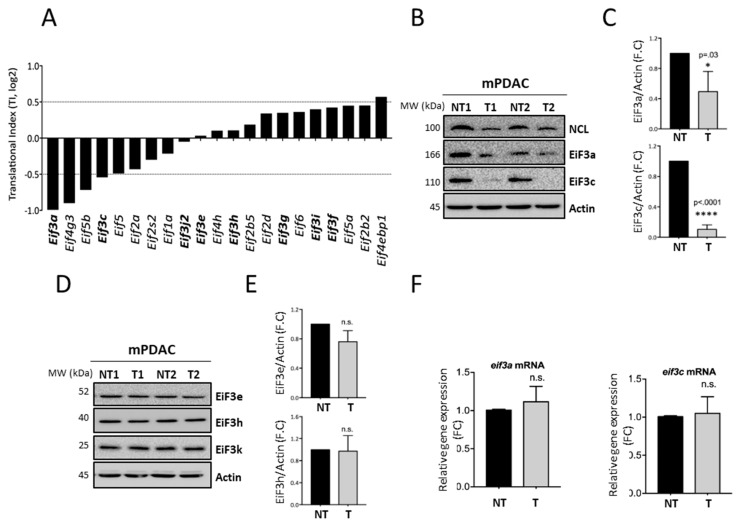
NCL targeting by N6L decreases the translation of mRNAs encoding the canonical subunits of EiF3 factor, Eif3a, and Eif3c. (**A**)—Translation Index (T.I) for eukaryote initiator factors (eIF) mRNA under N6L treatment. (**B**–**E**)—mPDAC cells were treated (T) or not (NT) with N6L for 48 h, following which EiF3 subunits protein expression was analyzed using Western blotting (**B**,**D**) and quantified in relation to actin (**C**,**E**). (**F**)—Validation of relative *eIF3a* and *eIF3c* expression using RT-QPCR in mPDAC treated or not with N6L after normalization to the *actin* housekeeping gene. *p* < 0.05; and n.s. for not statistically significant, as determined by *Student t*-test on final data point.

**Figure 4:**
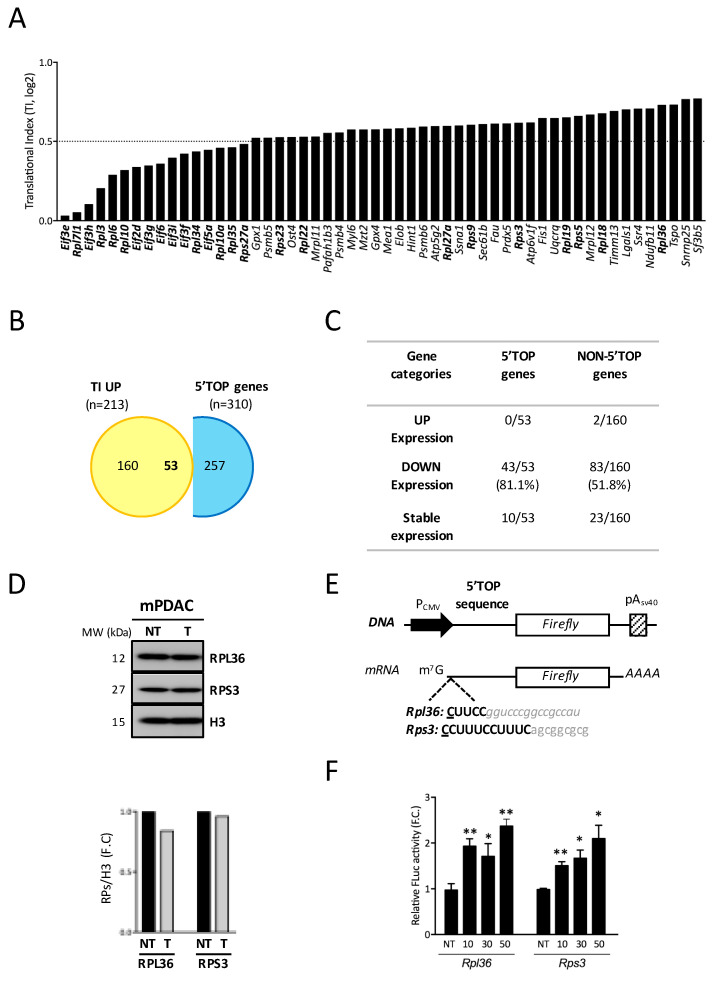
NCL targeting by N6L increases 5′TOP and 5′TISU mRNA translation by activating mTOR pathways. (**A**)—Translation Index (T.I) for 5′TOP-containing mRNA under N6L treatment (**A**, right). (**B**)—Venn diagram comparing 5′TOP-gene overlap between our TI UP mRNAs and 5′TOP gene lists from Gentilella et al. 2017 [33]. (**C**)—Summary table showing the distribution of 5′TOP and non-5′TOP mRNAs according to their transcriptional expression (up, down or stable). (**D**)—mPDAC cells were treated (T) or not (NT) with N6L for 48 h, following which RPL36 and RPS3 expression at the protein level was analyzed using Western blotting (**D**, upper panel) and quantified in relation to H3 (**D**, lower panel). (**E**)—Cartoon showing the design of 5′TOP firefly-luciferase reporter constructs, with the first C of the TOP motif as the +1 transcription start site (TSS). (**F**)—Fold change of firefly-luciferase activities under 5′TOP motifs of *Rpl36* and *Rps3* mRNAs upon 48 h of increasing concentrations of N6L treatment in mPDAC, after normalization to mPDAC NT. * *p* < 0.05; ** *p* < 0.01 and n.s. for not statistically significant, as determined by *Student t*-test on the final data point.

**Figure 5:**
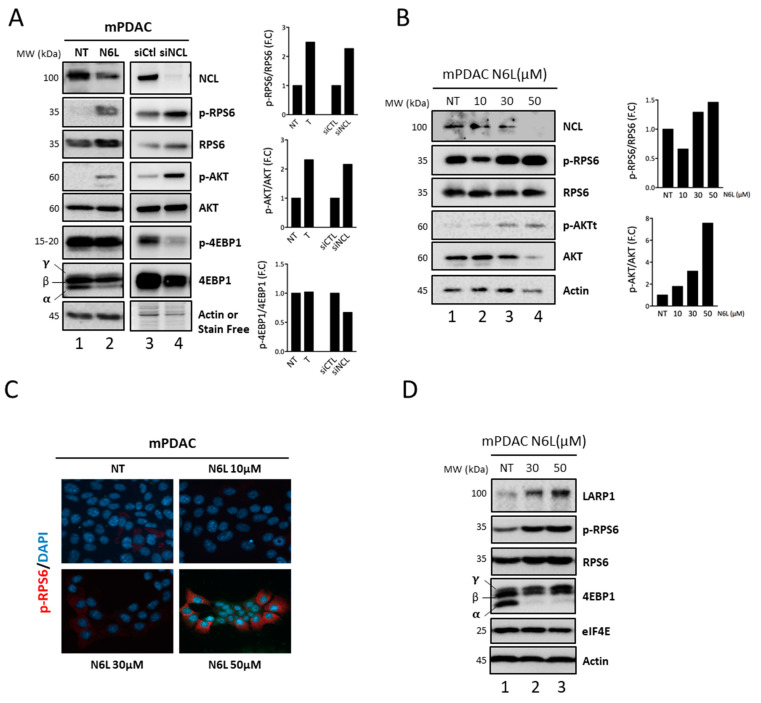
NCL targeting by N6L increases 5′TOP mRNA translation by activating mTOR pathways. (**A**) mTOR pathway activation was analyzed using Western blotting in mPDAC cells, non-treated (NT) or treated with N6L at 50 µM for 48 h (lanes 1,2) or after NCL siRNA depletion (lanes 3,4). **γ** and **β** represent hyper- and **α** hypo-phosphorylated forms of 4EBP1. The phosphorylated-to-total protein ratio was quantified for RPS6, AKT, and 4EBP1. (**B**,**C**)—mTOR pathway activation was analyzed in mPDAC, non-treated (NT), or treated (T) with N6L at increasing doses using Western blotting (**B**) and immunofluorescence staining (**C**) by anti-phosphorylated RPS6 (red) and DAPI for nuclei (blue). (**D**)—Western-blotting analysis of LARP1, RPS6, 4EBP1, and EiF4E expression in mPDAC treated or not with N6L at 30 and 50 µM for 48 h.

**Figure 6:**
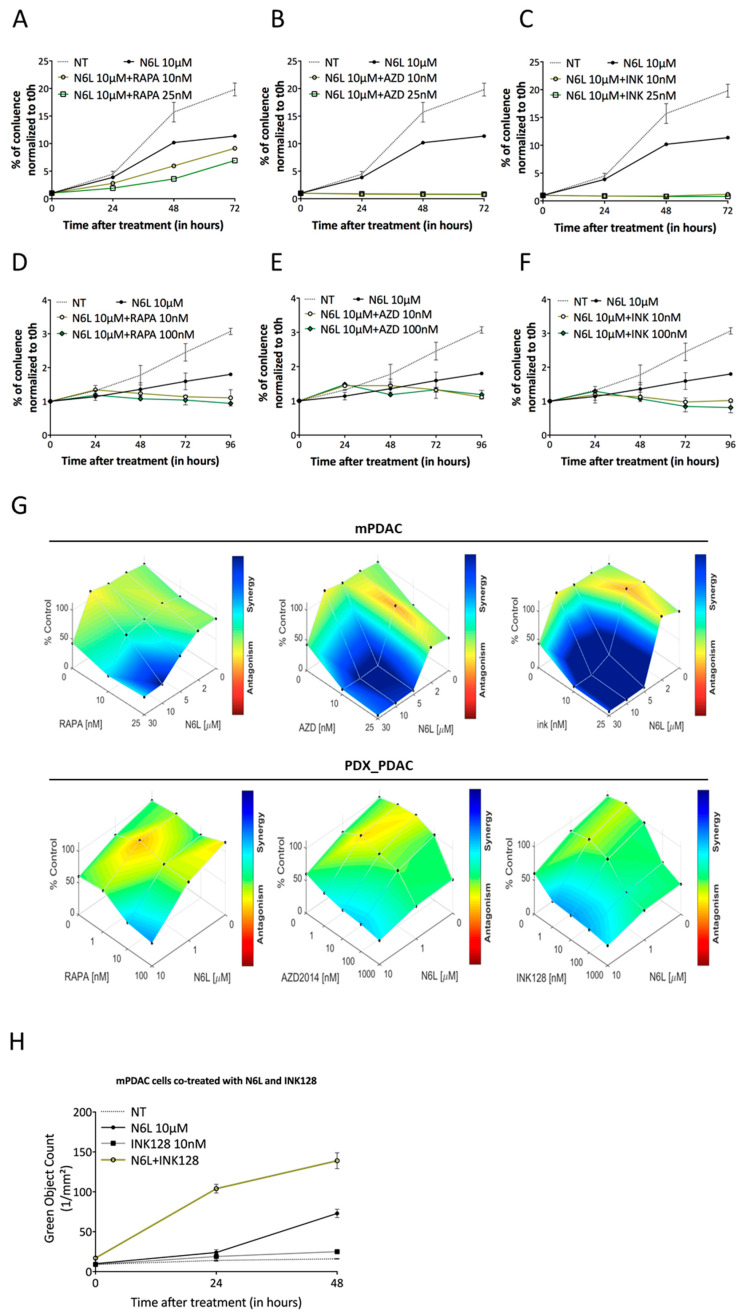

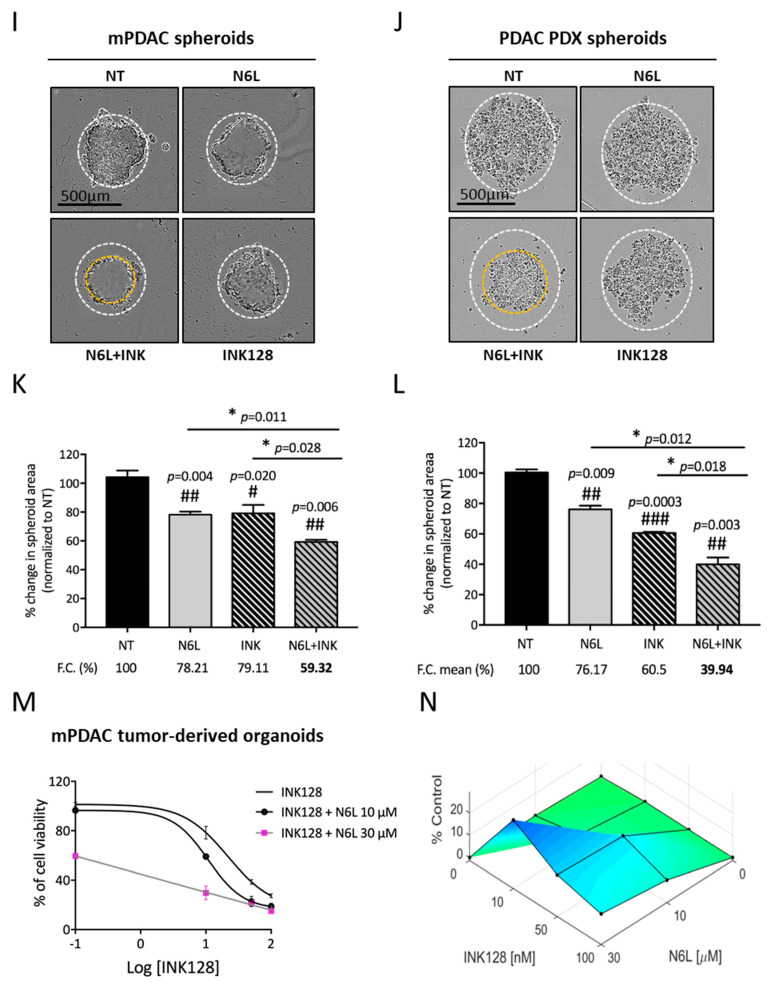
N6L and mTORi combination acts synergistically to decrease PDAC cell and spheroid growth and organoid viability. (**A**–**C**), mPDAC cell lines were seeded in 96-well plates and allowed to adhere overnight. Cells were treated with 10 or 25 nM of rapamycin (RAPA, **A**), AZD2014 (AZD, **B**), or INK128 (INK, **C**) in combinations with N6L at 10 µM over 72 h. (**D**–**F**), PDAC PDX (PAN014) cell lines were seeded in 96-well plates and allowed to adhere for 2 days. Cells were treated with 1, 10, or 100nM of RAPA, AZD, or INK in combinations with N6L at 10 µM over 96 h. Cell growth was assessed by IncuCyte ZOOM^®^ (Michigan, USA) live-imaging. The AUC (area under curves) was calculated by IncuCyte ZOOM^®^ live-imaging software. Growth for treated cells was normalized to untreated cells on the same plate. (**G**)—Synergy/antagonism calculation. The contour views from the LOEWE model were selected as graphical outputs for the synergy distribution. (**H**), Apoptosis induction assay is performed with mPDAC incubated with 10 µM of N6L alone or in combination with 10 nM of INK128 using InCucyte ZOOM live imaging system. Data are represented showing the number of caspase-3/7 positive cells (green color object) per surface (mm^2^). (**I**,**J**), Representative images of mPDAC (**I**) and PDAC PDX (**J**) spheroids non-treated (NT) or treated with N6L alone or combined with INK128 over 96 h. (**K**–**L**), Spheroid area was calculated using ImageJ software, and data were normalized to control for combinations of N6L and INK128. (**M**), mPDAC organoid viability assessed with MTS assay upon treatment with INK128 alone or in combination with N6L at 10 µM and 30 µM. (**N**), Contour view showing the synergy distribution from MTS assay on mPDAC organoid. Scale bar, 500 µm. (#) if comparing each treatment to NT, (*) if comparing the combination to a single treatment. * *p* < 0.05; ** *p* < 0.01; and n.s. for not statistically significant, as determined by Student’s *t*-test on the final data point.

**Figure 7:**
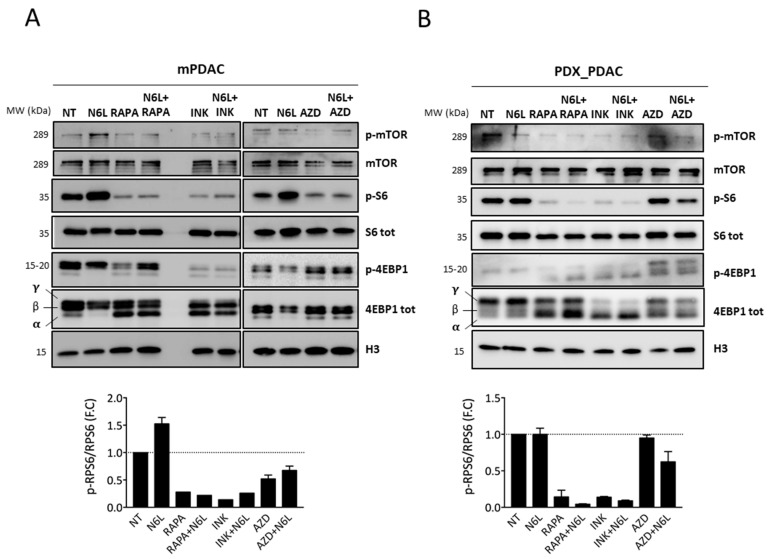
N6L combined to mTORi treatment inactivate mTOR pathway by decreasing RPS6 and 4EBP1 phosphorylation. mTOR pathway inhibition was analyzed using Western blotting in mPDAC (**A**) and PDX_PDAC (**B**) cells non-treated (NT) or treated with N6L, RAPA, INK128, and AZD2014 alone or in combination (N6L+RAPA, N6L+INK, or N6L+AZD).

## Data Availability

The RNASeq gene expression data and raw fastq files are available on the GEO repository (www.ncbi.nlm.nih.gov/geo/, accessed on 15 September 2021) under accession number: GSE184857, and the data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13194957/s1, Table S1: RNAseq results of control and N6L-treated PDAC cells. Translational index calculation and analysis of 5′TOP-containing mRNAS. Table S2: list of antibodies used in the studies. Figure S1: NCL targeting by N6L decreases mPDAC cell proliferation by inducing apoptosis. Figure S2: NCL targeting by N6L dysregulates mPDAC cell translation. Figure S3: The impact of mTOR inhibitors treatment on mPDAC and PDX cell growth. Figure S4: Synergistic effects of N6L/mTORi combination on MiaPaca cells. Figure S5: Synergistic effects of N6L/mTORi combination on Panc cells Figure S6: Originals western blot images.

## References

[1] Kamisawa T., Wood L.D., Itoi T., Takaori K. (2016). Pancreatic Cancer. Lancet.

[2] Søreide K., Primavesi F., Labori K.J., Watson M.M., Stättner S. (2019). Molecular Biology in Pancreatic Ductal Adenocarcinoma: Implications for Future Diagnostics and Therapy. Eur. Surg..

[3] Bachet J.-B., Hammel P., Desramé J., Meurisse A., Chibaudel B., André T., Debourdeau P., Dauba J., Lecomte T., Seitz J.-F. (2017). Nab-Paclitaxel plus Either Gemcitabine or Simplified Leucovorin and Fluorouracil as First-Line Therapy for Metastatic Pancreatic Adenocarcinoma (AFUGEM GERCOR): A Non-Comparative, Multicentre, Open-Label, Randomised Phase 2 Trial. Lancet Gastroenterol. Hepatol..

[4] Gunturu K.S., Yao X., Cong X., Thumar J.R., Hochster H.S., Stein S.M., Lacy J. (2013). FOLFIRINOX for Locally Advanced and Metastatic Pancreatic Cancer: Single Institution Retrospective Review of Efficacy and Toxicity. Med. Oncol..

[5] Guo X., Xiong L., Yu L., Li R., Wang Z., Ren B., Dong J., Li B., Wang D. (2014). Increased Level of Nucleolin Confers to Aggressive Tumor Progression and Poor Prognosis in Patients with Hepatocellular Carcinoma after Hepatectomy. Diagn. Pathol..

[6] Marcel V., Catez F., Berger C.M., Perrial E., Plesa A., Thomas X., Mattei E., Hayette S., Saintigny P., Bouvet P. (2017). Expression Profiling of Ribosome Biogenesis Factors Reveals Nucleolin as a Novel Potential Marker to Predict Outcome in AML Patients. PLoS ONE.

[7] Zhao H., Huang Y., Xue C., Chen Y., Hou X., Guo Y., Zhao L., Hu Z.H., Huang Y., Luo Y. (2013). Prognostic Significance of the Combined Score of Endothelial Expression of Nucleolin and CD31 in Surgically Resected Non-Small Cell Lung Cancer. PLoS ONE.

[8] Qiu W., Zhou F., Zhang Q., Sun X., Shi X., Liang Y., Wang X., Yue L. (2013). Overexpression of Nucleolin and Different Expression Sites Both Related to the Prognosis of Gastric Cancer. APMIS.

[9] Gilles M.-E., Maione F., Cossutta M., Carpentier G., Caruana L., Di Maria S., Houppe C., Destouches D., Shchors K., Prochasson C. (2016). Nucleolin Targeting Impairs the Progression of Pancreatic Cancer and Promotes the Normalization of Tumor Vasculature. Cancer Res..

[10] Ugrinova I., Petrova M., Chalabi-Dchar M., Bouvet P. (2018). Multifaceted Nucleolin Protein and Its Molecular Partners in Oncogenesis. Advances in Protein Chemistry and Structural Biology.

[11] Hovanessian A.G., Puvion-Dutilleul F., Nisole S., Svab J., Perret E., Deng J.-S., Krust B. (2000). The Cell-Surface-Expressed Nucleolin Is Associated with the Actin Cytoskeleton. Exp. Cell Res..

[12] Koutsioumpa M., Papadimitriou E. (2014). Cell Surface Nucleolin as a Target for Anti-Cancer Therapies. Recent Pat. Anticancer Drug Discov..

[13] Farin K., Schokoroy S., Haklai R., Cohen-Or I., Elad-Sfadia G., Reyes-Reyes M.E., Bates P.J., Cox A.D., Kloog Y., Pinkas-Kramarski R. (2011). Oncogenic Synergism between ErbB1, Nucleolin, and Mutant Ras. Cancer Res..

[14] Kumar S., Gomez E.C., Chalabi-Dchar M., Rong C., Das S., Ugrinova I., Gaume X., Monier K., Mongelard F., Bouvet P. (2017). Integrated Analysis of MRNA and MiRNA Expression in HeLa Cells Expressing Low Levels of Nucleolin. Sci. Rep..

[15] Krust B., El Khoury D., Nondier I., Soundaramourty C., Hovanessian A.G. (2011). Targeting Surface Nucleolin with Multivalent HB-19 and Related Nucant Pseudopeptides Results in Distinct Inhibitory Mechanisms Depending on the Malignant Tumor Cell Type. BMC Cancer.

[16] Destouches D., El Khoury D., Hamma-Kourbali Y., Krust B., Albanese P., Katsoris P., Guichard G., Briand J.P., Courty J., Hovanessian A.G. (2008). Suppression of Tumor Growth and Angiogenesis by a Specific Antagonist of the Cell-Surface Expressed Nucleolin. PLoS ONE.

[17] Destouches D., Page N., Hamma-Kourbali Y., Machi V., Chaloin O., Frechault S., Birmpas C., Katsoris P., Beyrath J., Albanese P. (2011). A Simple Approach to Cancer Therapy Afforded by Multivalent Pseudopeptides That Target Cell-Surface Nucleoproteins. Cancer Res..

[18] Birmpas C., Briand J.P., Courty J., Katsoris P. (2012). Nucleolin Mediates the Antiangiogenesis Effect of the Pseudopeptide N6L. BMC Cell Biol..

[19] Benedetti E., Antonosante A., d’Angelo M., Cristiano L., Galzio R., Destouches D., Florio T.M., Dhez A.C., Astarita C., Cinque B. (2015). Nucleolin Antagonist Triggers Autophagic Cell Death in Human Glioblastoma Primary Cells and Decreased in Vivo Tumor Growth in Orthotopic Brain Tumor Model. Oncotarget.

[20] Ramos K.S., Moore S., Runge I., Tavera-Garcia M.A., Cascone I., Courty J., Reyes-Reyes E.M. (2020). The Nucleolin Antagonist N6L Inhibits LINE1 Retrotransposon Activity in Non-Small Cell Lung Carcinoma Cells. J. Cancer.

[21] Sanhaji M., Göring J., Couleaud P., Aires A., Cortajarena A.L., Courty J., Prina-Mello A., Stapf M., Ludwig R., Volkov Y. (2019). The Phenotype of Target Pancreatic Cancer Cells Influences Cell Death by Magnetic Hyperthermia with Nanoparticles Carrying Gemicitabine and the Pseudo-Peptide NucAnt. Nanomed. Nanotechnol. Biol. Med..

[22] Boj S.F., Hwang C.-I., Baker L.A., Chio I.I.C., Engle D.D., Corbo V., Jager M., Ponz-Sarvise M., Tiriac H., Spector M.S. (2015). Organoid Models of Human and Mouse Ductal Pancreatic Cancer. Cell.

[23] Di Veroli G.Y., Fornari C., Wang D., Mollard S., Bramhall J.L., Richards F.M., Jodrell D.I. (2016). Combenefit: An Interactive Platform for the Analysis and Visualization of Drug Combinations. Bioinformatics.

[24] David A., Dolan B.P., Hickman H.D., Knowlton J.J., Clavarino G., Pierre P., Bennink J.R., Yewdell J.W. (2012). Nuclear Translation Visualized by Ribosome-Bound Nascent Chain Puromycylation. J. Cell Biol..

[25] Bash-Imam Z., Thérizols G., Vincent A., Lafôrets F., Espinoza M.P., Pion N., Macari F., Pannequin J., David A., Saurin J.-C. (2017). Translational Reprogramming of Colorectal Cancer Cells Induced by 5-Fluorouracil through a MiRNA-Dependent Mechanism. Oncotarget.

[26] Jourdren L., Bernard M., Dillies M.-A., Le Crom S. (2012). Eoulsan: A Cloud Computing-Based Framework Facilitating High Throughput Sequencing Analyses. Bioinformatics.

[27] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast Universal RNA-Seq Aligner. Bioinformatics.

[28] Li H., Handsaker B., Wysoker A., Fennell T., Ruan J., Homer N., Marth G., Abecasis G., Durbin R. (2009). 1000 Genome Project Data Processing Subgroup The Sequence Alignment/Map Format and SAMtools. Bioinformatics.

[29] Anders S., Pyl P.T., Huber W. (2015). HTSeq--a Python Framework to Work with High-Throughput Sequencing Data. Bioinformatics.

[30] Love M.I., Huber W., Anders S. (2014). Moderated Estimation of Fold Change and Dispersion for RNA-Seq Data with DESeq2. Genome Biol..

[31] Sonenberg N., Hinnebusch A.G. (2009). Regulation of Translation Initiation in Eukaryotes: Mechanisms and Biological Targets. Cell.

[32] Kuleshov M.V., Diaz J.E.L., Flamholz Z.N., Keenan A.B., Lachmann A., Wojciechowicz M.L., Cagan R.L., Ma’ayan A. (2019). ModEnrichr: A Suite of Gene Set Enrichment Analysis Tools for Model Organisms. Nucleic Acids Res..

[33] Gentilella A., Morón-Duran F.D., Fuentes P., Zweig-Rocha G., Riaño-Canalias F., Pelletier J., Ruiz M., Turón G., Castaño J., Tauler A. (2017). Autogenous Control of 5′TOP MRNA Stability by 40S Ribosomes. Mol. Cell.

[34] Meyuhas O., Kahan T. (2015). The Race to Decipher the Top Secrets of TOP MRNAs. Biochim. Biophys. Acta BBA Gene Regul. Mech..

[35] Thoreen C.C., Chantranupong L., Keys H.R., Wang T., Gray N.S., Sabatini D.M. (2012). A Unifying Model for MTORC1-Mediated Regulation of MRNA Translation. Nature.

[36] Aoki K., Adachi S., Homoto M., Kusano H., Koike K., Natsume T. (2013). LARP1 Specifically Recognizes the 3′ Terminus of Poly(A) MRNA. FEBS Lett..

[37] Fonseca B.D., Lahr R.M., Damgaard C.K., Alain T., Berman A.J. (2018). LARP1 on TOP of Ribosome Production. Wiley Interdiscip. Rev. RNA.

[38] Pike K.G., Malagu K., Hummersone M.G., Menear K.A., Duggan H.M.E., Gomez S., Martin N.M.B., Ruston L., Pass S.L., Pass M. (2013). Optimization of Potent and Selective Dual MTORC1 and MTORC2 Inhibitors: The Discovery of AZD8055 and AZD2014. Bioorg. Med. Chem. Lett..

[39] Hsieh A.C., Liu Y., Edlind M.P., Ingolia N.T., Janes M.R., Sher A., Shi E.Y., Stumpf C.R., Christensen C., Bonham M.J. (2012). The Translational Landscape of MTOR Signalling Steers Cancer Initiation and Metastasis. Nature.

[40] Ware M.J., Colbert K., Keshishian V., Ho J., Corr S.J., Curley S.A., Godin B. (2016). Generation of Homogenous Three-Dimensional Pancreatic Cancer Cell Spheroids Using an Improved Hanging Drop Technique. Tissue Eng. Part C Methods.

[41] Tiriac H., Belleau P., Engle D.D., Plenker D., Deschênes A., Somerville T.D.D., Froeling F.E.M., Burkhart R.A., Denroche R.E., Jang G.-H. (2018). Organoid Profiling Identifies Common Responders to Chemotherapy in Pancreatic Cancer. Cancer Discov..

[42] Yamashita R., Suzuki Y., Takeuchi N., Wakaguri H., Ueda T., Sugano S., Nakai K. (2008). Comprehensive Detection of Human Terminal Oligo-Pyrimidine (TOP) Genes and Analysis of Their Characteristics. Nucleic Acids Res..

[43] Levy S., Avni D., Hariharan N., Perry R.P., Meyuhas O. (1991). Oligopyrimidine Tract at the 5′ End of Mammalian Ribosomal Protein MRNAs Is Required for Their Translational Control. Proc. Natl. Acad. Sci. USA.

[44] Sabatini D.M. (2006). MTOR and Cancer: Insights into a Complex Relationship. Nat. Rev. Cancer.

[45] Philippe L., van den Elzen A.M.G., Watson M.J., Thoreen C.C. (2020). Global Analysis of LARP1 Translation Targets Reveals Tunable and Dynamic Features of 5′TOP Motifs. Proc. Natl. Acad. Sci. USA.

[46] Patursky-Polischuk I., Kasir J., Miloslavski R., Hayouka Z., Hausner-Hanochi M., Stolovich-Rain M., Tsukerman P., Biton M., Mudhasani R., Jones S.N. (2014). Reassessment of the Role of TSC, MTORC1 and MicroRNAs in Amino Acids-Meditated Translational Control of TOP MRNAs. PLoS ONE.

[47] Al-Ashtal H.A., Rubottom C.M., Leeper T.C., Berman A.J. (2021). The LARP1 La-Module Recognizes Both Ends of TOP MRNAs. RNA Biol..

[48] Hong S., Freeberg M.A., Han T., Kamath A., Yao Y., Fukuda T., Suzuki T., Kim J.K., Inoki K. (2017). LARP1 Functions as a Molecular Switch for MTORC1-Mediated Translation of an Essential Class of MRNAs. eLife.

[49] Tian T., Li X., Zhang J. (2019). MTOR Signaling in Cancer and MTOR Inhibitors in Solid Tumor Targeting Therapy. Int. J. Mol. Sci..

[50] Bellizzi A.M., Bloomston M., Zhou X.-P., Iwenofu O.H., Frankel W.L. (2010). The MTOR Pathway Is Frequently Activated in Pancreatic Ductal Adenocarcinoma and Chronic Pancreatitis. Appl. Immunohistochem. Mol. Morphol..

[51] Hassan Z., Schneeweis C., Wirth M., Veltkamp C., Dantes Z., Feuerecker B., Ceyhan G.O., Knauer S.K., Weichert W., Schmid R.M. (2018). MTOR Inhibitor-Based Combination Therapies for Pancreatic Cancer. Br. J. Cancer.

[52] Guri Y., Hall M.N. (2016). MTOR Signaling Confers Resistance to Targeted Cancer Drugs. Trends Cancer.

[53] Clinical Trials. https://clinicaltrials.gov/ct2/results?cond=mTOR+inhibitors&term=&cntry=&state=&city=&dist=.

# Supplementary material for: Nucleolin Aptamer N6L Reprograms the Translational Machinery and Acts Synergistically with mTORi to Inhibit Pancreatic Cancer Proliferation
**Source:** Cancers (Basel). 2021 Oct 1;13(19):4957. doi: 10.3390/cancers13194957
**Supplement:** Supplementary file 1

## *Supplementary informations*

# **Nucleolin Aptamer N6L Reprograms the Translational Machinery and Acts Synergistically with mTORi to Inhibit Pancreatic Cancer Proliferation**

Mounira Chalabi-Dchar <sup>1</sup>, Elisabeth Cruz <sup>1</sup>, Hichem C. Mertani <sup>1</sup>, Jean-Jacques Diaz <sup>1</sup>, José Courty <sup>2</sup>, Ilaria Cascone <sup>2</sup> and Philippe Bouvet <sup>1,3,\*</sup>

**Running title:** Synergistic action of nucleolin aptamers and mTORi

**Keywords:** Nucleolin, pancreatic cancer, translation, mTOR inhibitor, combotherapy

## ***Supplementary Materiel & Methods***

### **Immunofluorescence staining**

mPDAC cells were seeded onto cover slips in 24-well plate (BD Falcon) to adhere overnight. The next day, cells were treated or not with the increasing concentrations of N6L. After 48h of treatment, cells were rinsed with cold PBS and fixed with 4% PFA for 10min/RT followed by permeabilization with 0.1% Triton X-100. The cells were subjected to immunofluorescence staining with phospho-RPS6 (CST) for 2h/RT then washed, incubated with Alexa 555-labeled anti-rabbit secondary antibody (BD Bioscience) for 1h/RT and then washed. Cell nuclei were counterstained with DAPI and cover slips were rinsed with distilled water and mounted using fluorescent mounting medium (Invitrogen). Cells were visualized under a confocal microscope (Zeiss LSM510).

### **RNAi transfection**

A mixture of functional siRNAs (Eurogentec) specific for nucleolin was used as previously described<sup>50</sup>. siRNAs, siRNA #4 (UUCUUUGACAGGCUCUCCUU) and siRNA #2 (UCCAAGGUAACUUUAAUUUCUU), were reconstituted at a concentration of 100 nM and stored at -20 °C. As a siRNA control, we used stealth high GC siRNA (Invitrogen). Cells were transfected in a 6-well dish using siRNA at 2 nM final concentration. siRNAs were diluted in 200 µl of OptiMEM (Gibco) and plated in a well. 80 µl of INTERFERin (Polyplus) diluted 1:10 in RNase-free water were added. After 10min incubation, 2 ml of medium containing 3×10<sup>5</sup> cells were added. RNA extraction and protein analysis were performed 2 days after the initial transfection.

### **Live-cell imaging analysis**

Cells were seeded in 96-well plates and allowed to adhere overnight or 2 days. Cells were treated with indicated concentrations of N6L and/or mTORi, for 48 or 72 hours. Cell growth was assessed by IncuCyte ZOOM® live-cell imaging to measure cell confluence after N6L and/or mTORi treatments. IncuCyte cell recognition software calculated values based on cellular size over time, cellular count per field of view or percentage of cell confluence over time (Essen Biosciences, Ann Arbor, MI).

### ***Supplementary references***

51. Li, H. *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078–2079 (2009).
52. Anders, S., Pyl, P. T. & Huber, W. HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166–169 (2015).
53. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).
54. Di Veroli, G. Y. *et al.* Combenefit: an interactive platform for the analysis and visualization of drug combinations. *Bioinformatics* **32**, 2866–2868 (2016).

### **Supplementary data legends**

#### **FIGURE S1: NCL targeting by N6L decreases mPDAC cell proliferation by inducing apoptosis.**

mPDAC cells were seeded in 96-well plates and allowed to adhere overnight. Cells were treated with increasing concentrations of N6L. A- mPDAC cell growth was assessed by time-lapse Incucyte® over 120h. B- In parallel, mPDAC cell viability was determined by MTS assay periodically over 72h.

#### **FIGURE S2: NCL targeting by N6L dysregulates mPDAC cell translation.**

Bioinformatics analysis. **A-B**, Venn diagram showing the number of transcriptionally up-regulated, down-regulated or stable genes per Translation Index (TI) DOWN (C) or TI UP (D) category obtained in **fig.2**. **C-D**, GO terms for genes which are translationally down-regulated and transcriptionally up-regulated (n=340, green, C) or unchanged (n= 315, purple, D). **E,F**- GO terms for genes which are translationally up-regulated and transcriptionally down-regulated (n=131, red, E) or unchanged (n= 73, blue, F).

#### **FIGURE S3: The impact of mTOR inhibitors treatment on mPDAC and PDX cell growth.**

A,C- mPDAC cell lines were seeded in 96-well plates and allowed to adhere overnight. Cells were treated with 10 or 25nM of Rapamycin (RAPA, left), AZD2014 (AZD, middle) or INK128 (INK, right) over 72 hours. D-F, PDX (PAN014) cell lines were seeded in 96-well plates and allowed to adhere 2 days. Cells were treated with 1, 10 or 100nM of RAPA, AZD or INK over 96 hours. Cell growth was assessed by time-lapse InCucyte ZOOM®. The AUC (Area Under Curves) was calculated by InCucyte ZOOM® software. Growth for treated cells was normalized to untreated cells on the same plate.

#### **FIGURE S4: Synergistic effects of N6L/mTORi combination on MiaPaca cells**

A- MiaPaca cell lines were seeded in 96-well plates and allowed to adhere overnight. Cells were treated with concentrations of N6L alone at 10, 30 or 50μM (A, upper left), Rapamycin (RAPA) alone at 25 or 50nM (A, upper middle), INK128 (INK) alone at 10 or 25nM (A, upper right) or in combinations (A, lower) over 72 hours. Cell growth was assessed by time-lapse Incucyte®. The AUC (Area Under Curves) was calculated by Incucyte® software. Growth for treated cells was normalized to untreated cells on the same plate. B- Synergy/antagonism calculation. Additive and synergistic effects when using combinations of N6L with RAPA (B, left) or INK128 (B, right) were determined using Combenefit software. The software calculates a synergy score for each combination, where a positive score indicates synergy, a score of 0 is additive, and a negative score indicates antagonism. The Contour (B, upper), Surface (B, middle) and Matrix (B, lower) views from LOEW model were selected as graphical outputs for the synergy distribution. C- Representative images of MiaPaca untreated (NT) or treated

with N6L alone or combined with RAPA (C, upper panels) or with INK128 (C, lower panels) at 48h after treatment. Scale bar, 50 $\mu$ m. D- Representative images of MiaPaca spheroids untreated (NT) or treated with N6L alone (upper panels) or combined with RAPA (D, middle panels) or with INK128 (D, lower panels) over 96h. E- MiaPaca spheroid area was calculated using ImageJ software and data were normalized to control for combinations of N6L and RAPA (upper graphs) or INK128 (lower graphs). (#) if comparing each treatment to NT, (\*) if comparing combination to single treatment. \*P<0.05; \*\*P<0.01; \*\*\*P<0.001; \*\*\*\*P<0.0001 and n.s. for not statistically significant, as determined by *Student t-test* on final data point. F- N6L combined to mTORi treatment inactivate mTOR pathway by decreasing RPS6 and 4EBP1 phosphorylation. mTOR pathway inhibition was analyzed using western-blotting in MiaPaca cells, non-treated (NT) or treated with N6L, RAPA, INK128 alone or in combination (N6L+RAPA, N6L+INK).

#### **FIGURE S5: Synergistic effects of N6L/mTORi combination on Panc cells**

A- Panc cell lines were seeded in 96-well plates and allowed to adhere overnight. Cells were treated with concentrations of N6L alone at 10, 30 or 50 $\mu$ M (A, upper left), Rapamycin (RAPA) alone at 25 or 50nM (A, upper middle), INK128 (INK) alone at 10 or 25nM (A, upper right) or in combinations (A, lower) over 72 hours. Cell growth was assessed by time-lapse Incucyte®. The AUC (Area Under Curves) was calculated by Incucyte® software. Growth for treated cells was normalized to untreated cells on the same plate. B- Synergy/antagonism calculation. Additive and synergistic effects when using combinations of N6L with RAPA (B, left) or INK128 (B, right) were determined using Combenefit software. The software calculates a synergy score for each combination, where a positive score indicates synergy, a score of 0 is additive, and a negative score indicates antagonism. The Contour (B, upper), Surface (B, middle) and Matrix (B, lower) views from LOEW model were selected as graphical outputs for the synergy distribution. C- Representative images of Panc untreated (NT) or treated with N6L alone or combined with RAPA (C, upper panels) or with INK128 (C, lower panels) at 48h after treatment. Scale bar, 50 $\mu$ m. D- Representative images of Panc spheroids untreated (NT) or treated with N6L alone (upper panels) or combined with RAPA (D, middle panels) or with INK128 (D, lower panels) over 96h. E- Panc spheroid area was calculated using ImageJ software and data were normalized to control for combinations of N6L and RAPA (upper graphs) or INK128 (lower graphs). (#) if comparing each treatment to NT, (\*) if comparing combination to single treatment. \*P<0.05; \*\*P<0.01; \*\*\*P<0.001; \*\*\*\*P<0.0001 and n.s. for not statistically significant, as determined by *Student t-test* on final data point. F- N6L combined to mTORi treatment inactivate mTOR pathway by decreasing RPS6 and 4EBP1 phosphorylation. mTOR

pathway inhibition was analyzed using western-blotting in Panc cells, non-treated (NT) or treated with N6L, RAPA, INK128 alone or in combination (N6L+RAPA, N6L+INK).

**FIGURE S6:** Originals western blot images.

# Supplementary material for: Nucleolin Aptamer N6L Reprograms the Translational Machinery and Acts Synergistically with mTORi to Inhibit Pancreatic Cancer Proliferation
**Source:** Cancers (Basel). 2021 Oct 1;13(19):4957. doi: 10.3390/cancers13194957

Supplementary figure S1

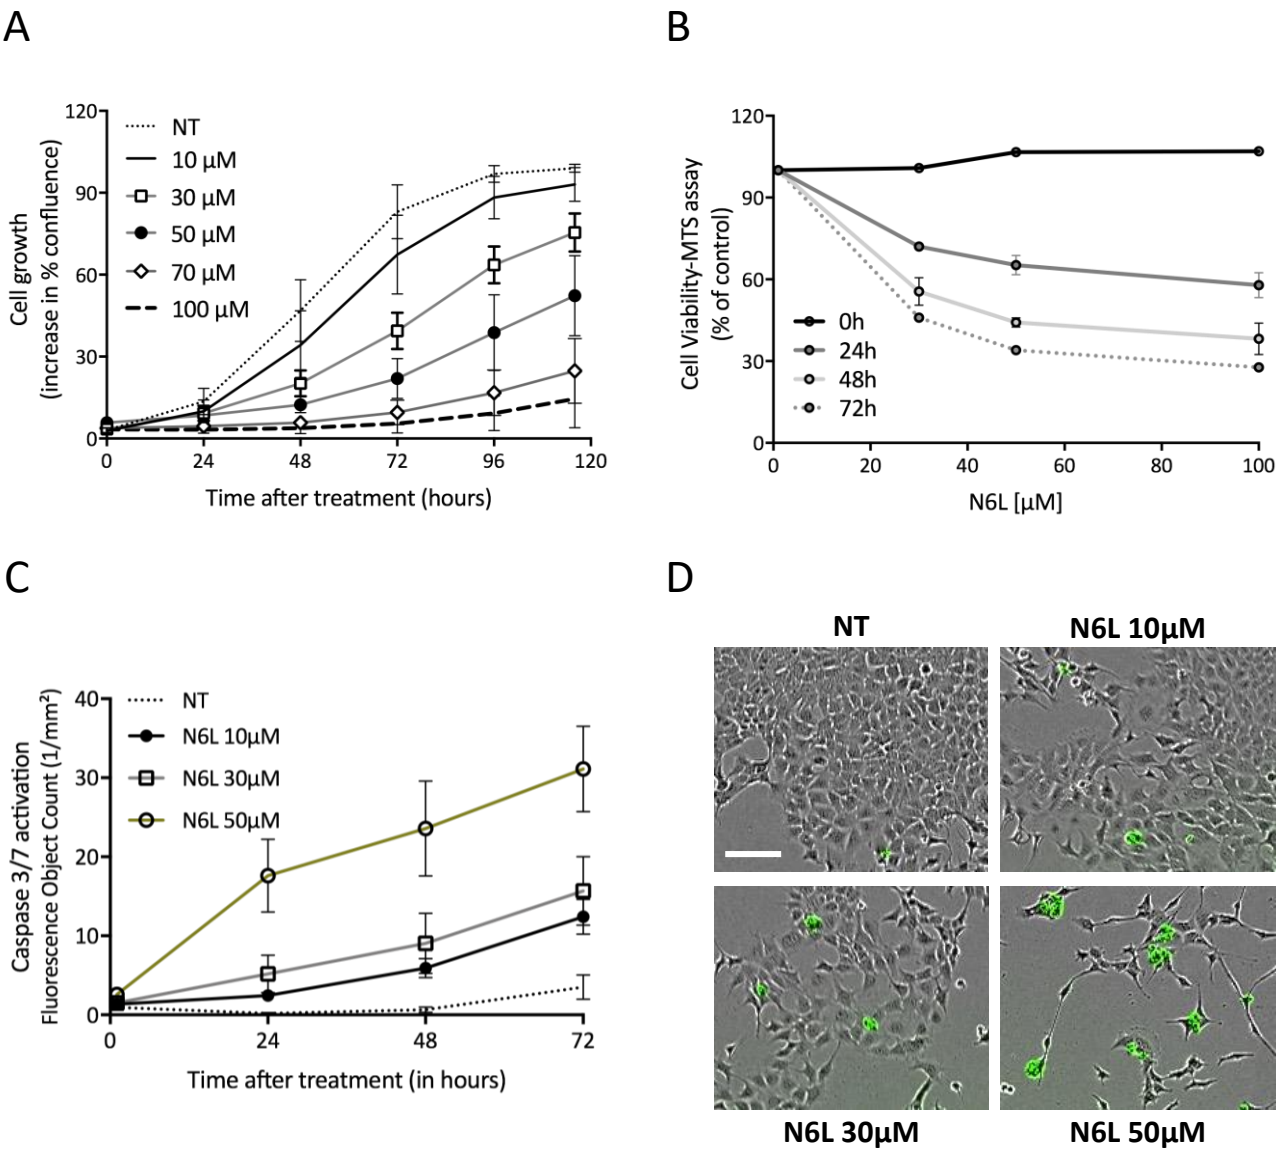

## A

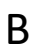| Index | Name                                                     | P-value   | Adjusted p-value | Odds Ratio | Combined score |
|-------|----------------------------------------------------------|-----------|------------------|------------|----------------|
| 1     | PIP biosynthesis at the early endosome membrane          | 0.0009575 | 0.2410           | 14.79      | 102.83         |
| 2     | PIP biosynthesis at the plasma membrane                  | 0.0001484 | 0.1120           | 9.71       | 85.62          |
| 3     | PIP biosynthesis at the Golgi membrane                   | 0.002174  | 0.2984           | 11.31      | 69.36          |
| 4     | Phosphatidylinositol metabolism                          | 0.0001225 | 0.1850           | 7.69       | 69.29          |
| 5     | PPAR-gamma coactivator role in obesity and thermogenesis | 0.008123  | 0.4906           | 14.25      | 68.56          |

E

| Index | Name                                                                                               | P-value     | Adjusted p-value | Odds Ratio | Combined score |
|-------|----------------------------------------------------------------------------------------------------|-------------|------------------|------------|----------------|
| 1     | Translation                                                                                        | 1.882e-11   | 1.421e-8         | 13.25      | 327.10         |
| 2     | Cytoplasmic ribosomal proteins                                                                     | 2.143e-9    | 0.000001079      | 14.25      | 284.35         |
| 3     | Mitochondrial protein import                                                                       | 0.000001070 | 0.0002020        | 17.75      | 244.05         |
| 4     | Influenza viral RNA transcription and replication                                                  | 8.943e-9    | 0.000003376      | 12.31      | 228.09         |
| 5     | Activation of mRNA upon binding of the cap-binding complex and eIFs, and subsequent binding to 43S | 0.000001857 | 0.0003116        | 16.19      | 213.71         |

D

| Index | Name                                                                            | P-value     | Adjusted p-value | Odds Ratio | Combined score |
|-------|---------------------------------------------------------------------------------|-------------|------------------|------------|----------------|
| 1     | mitotic sister chromatid cohesion (GO:0007064)                                  | 0.000002477 | 0.0007435        | 21.16      | 273.20         |
| 2     | regulation of cell cycle G2/M phase transition (GO:1902749)                     | 5.105e-11   | 1.303e-7         | 10.58      | 250.77         |
| 3     | positive regulation of metaphase/anaphase transition of cell cycle (GO:1902101) | 0.0001292   | 0.01534          | 27.21      | 243.64         |
| 4     | positive regulation of mitotic sister chromatid separation (GO:1901970)         | 0.0001292   | 0.01499          | 27.21      | 243.64         |
| 5     | mitotic sister chromatid segregation (GO:000070)                                | 4.827e-10   | 4.106e-7         | 10.07      | 215.93         |

**F**

| Index | Name                                                     | P-value   | Adjusted p-value | Odds Ratio | Combined score |
|-------|----------------------------------------------------------|-----------|------------------|------------|----------------|
| 1     | regulation of cholesterol storage<br>(GO:0010885)        | 0.0008470 | 1.000            | 45.66      | 323.01         |
| 2     | cellular response to nitrogen starvation<br>(GO:0006995) | 0.0009986 | 1.000            | 42.15      | 291.22         |
| 3     | cellular response to nitrogen levels<br>(GO:0043562)     | 0.0009986 | 1.000            | 42.15      | 291.22         |
| 4     | positive regulation of lipid storage<br>(GO:0010884)     | 0.002158  | 1.000            | 28.84      | 177.03         |
| 5     | peroxisomal membrane transport<br>(GO:0015919)           | 0.02170   | 1.000            | 45.66      | 174.90         |

Supplementary data S3

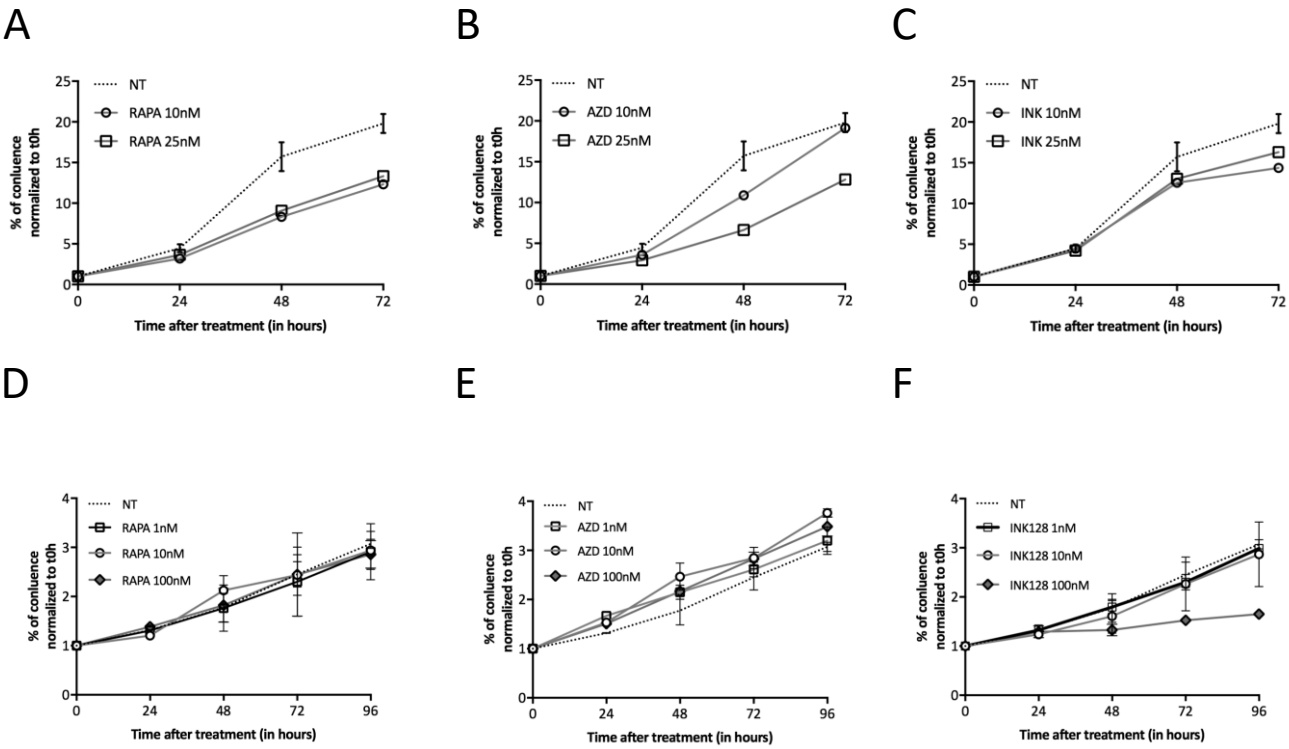

Supplementary data S4

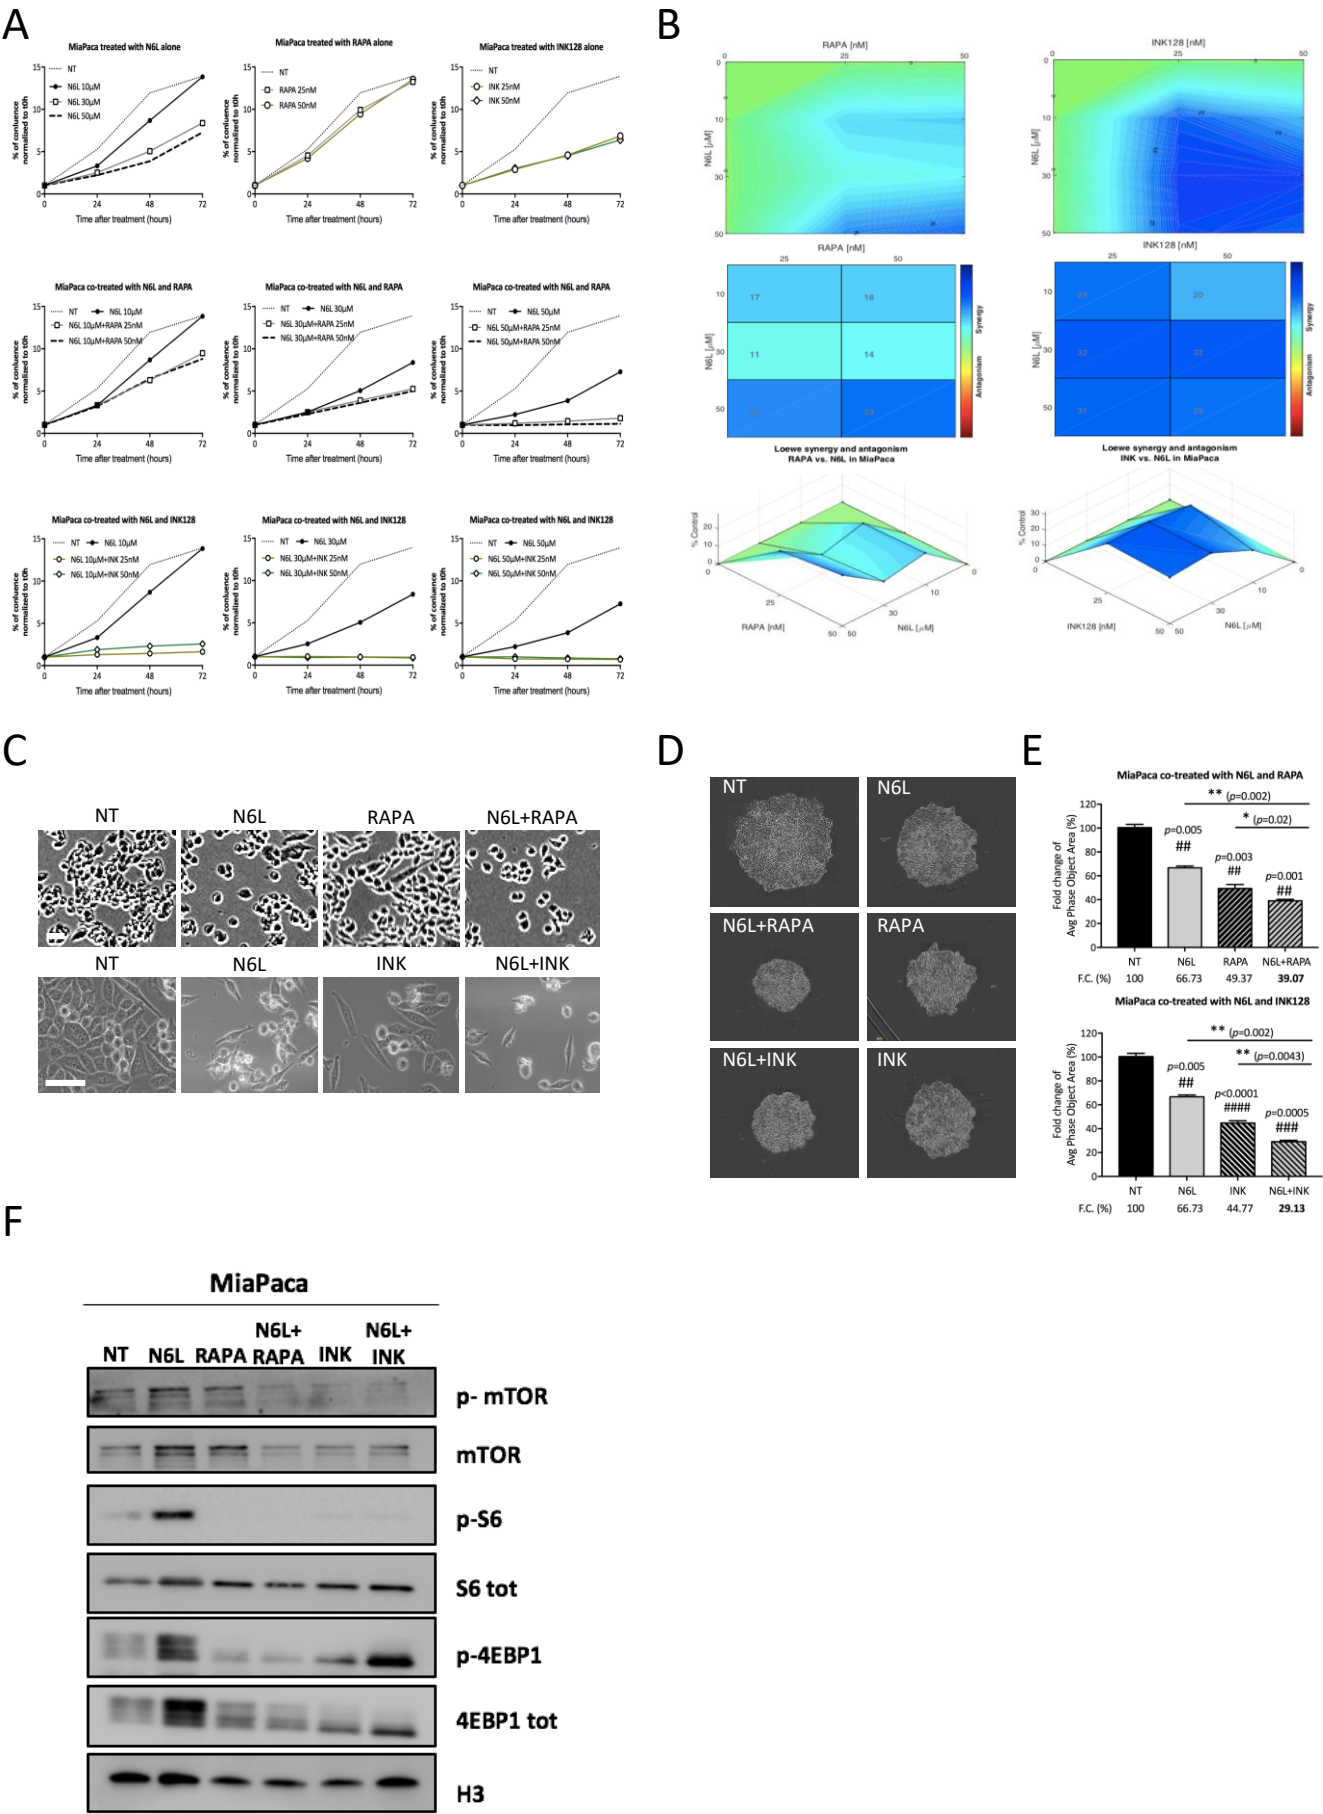

Supplementary data S5

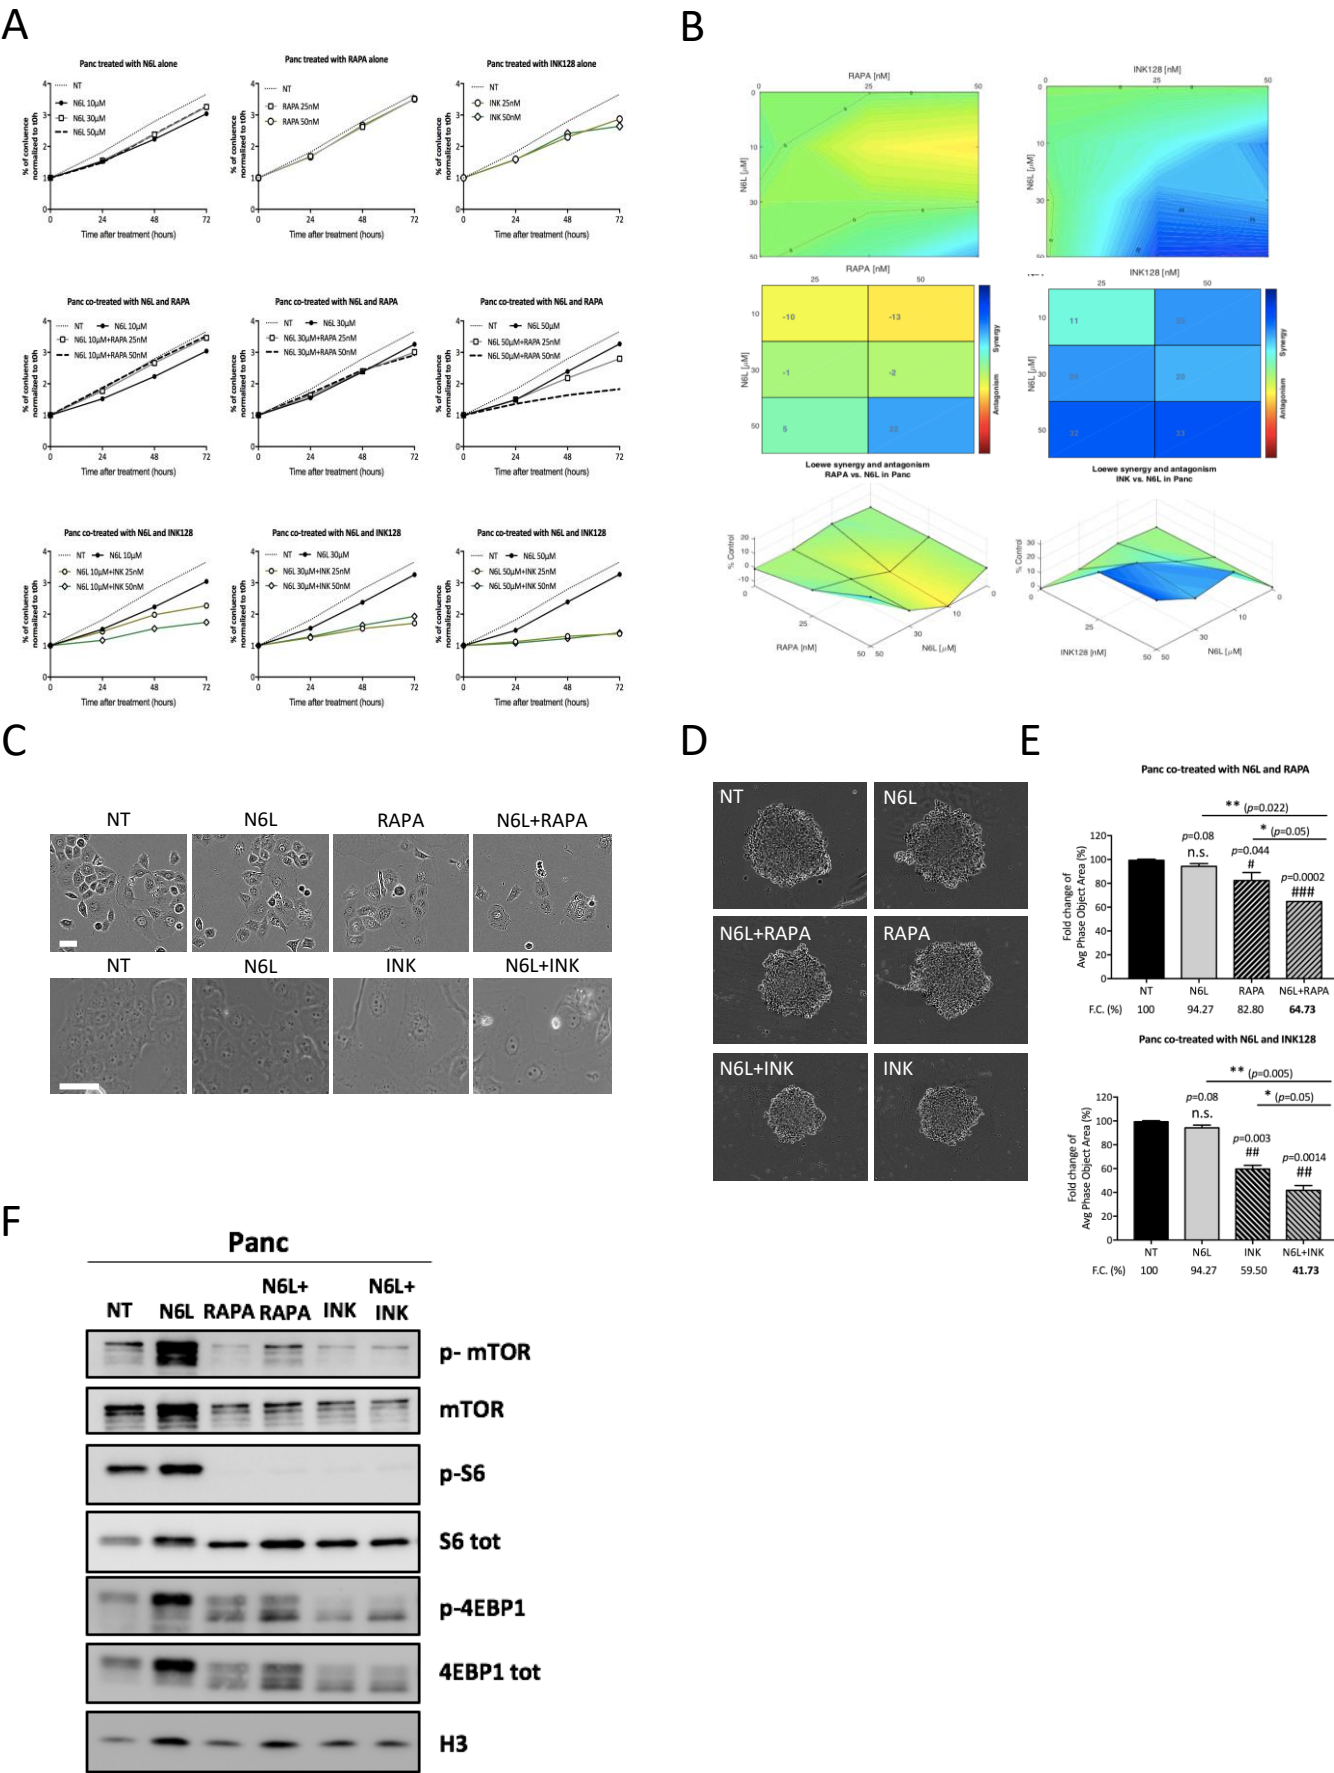

Supplementary Figure S6

A-uncropped WB for Fig 1D

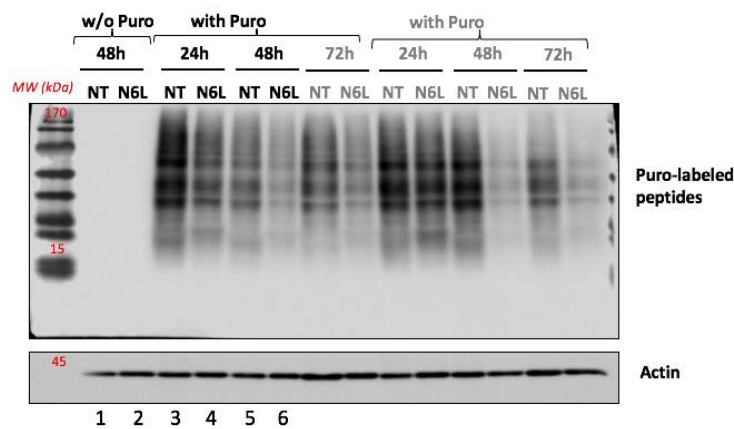

B- uncropped WB for Fig 3B-D

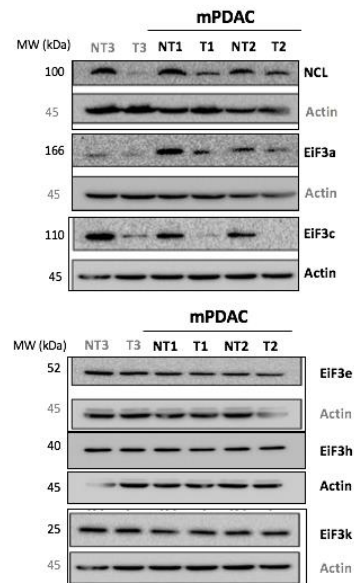

C- uncropped WB for Fig 4D

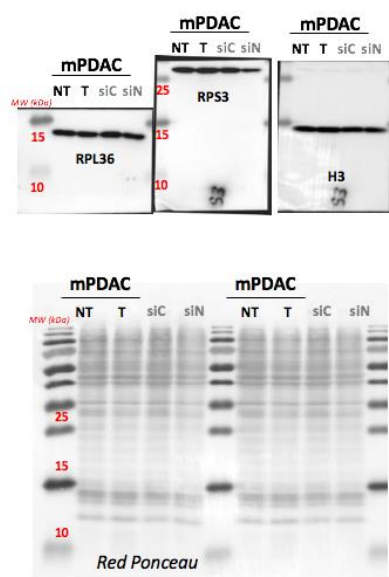

D- uncropped WB for Fig 5D

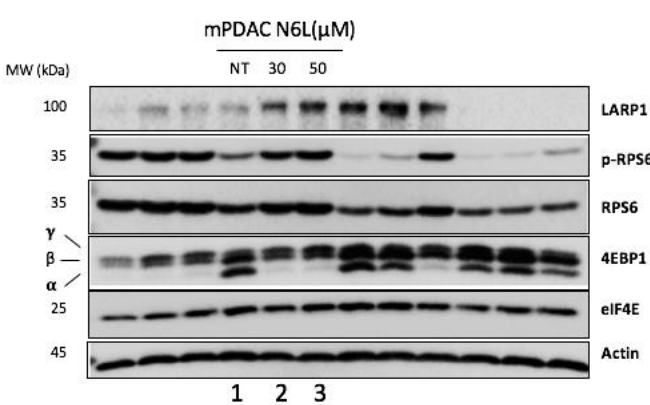

E-uncropped WB for Fig 7A

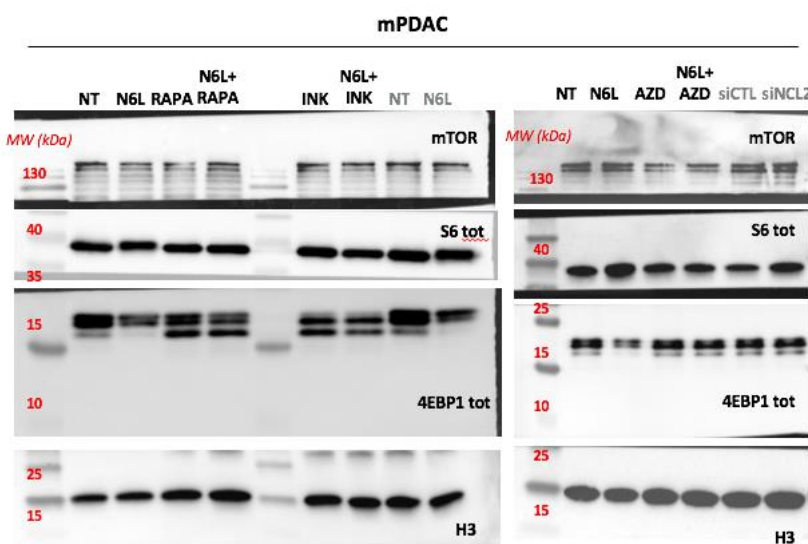

Supplementary Figure S6

F-uncropped WB for Fig 7B

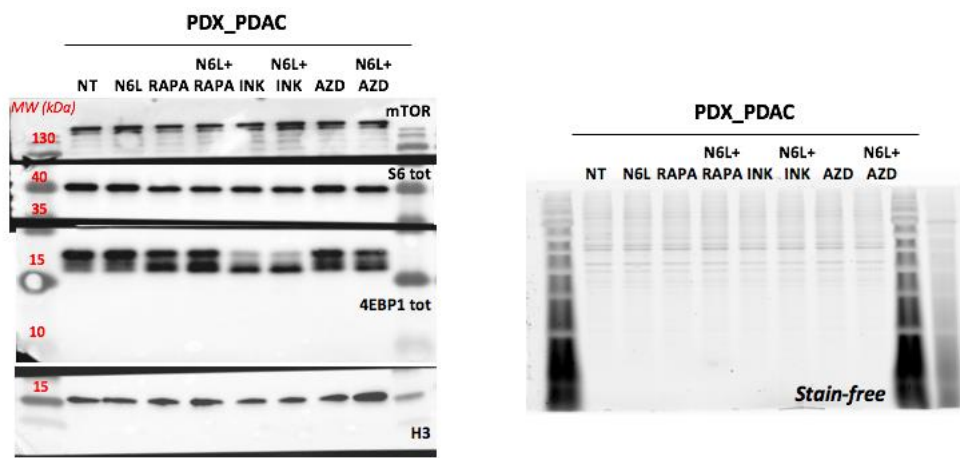

G-uncropped WB for Fig S4F & S5F

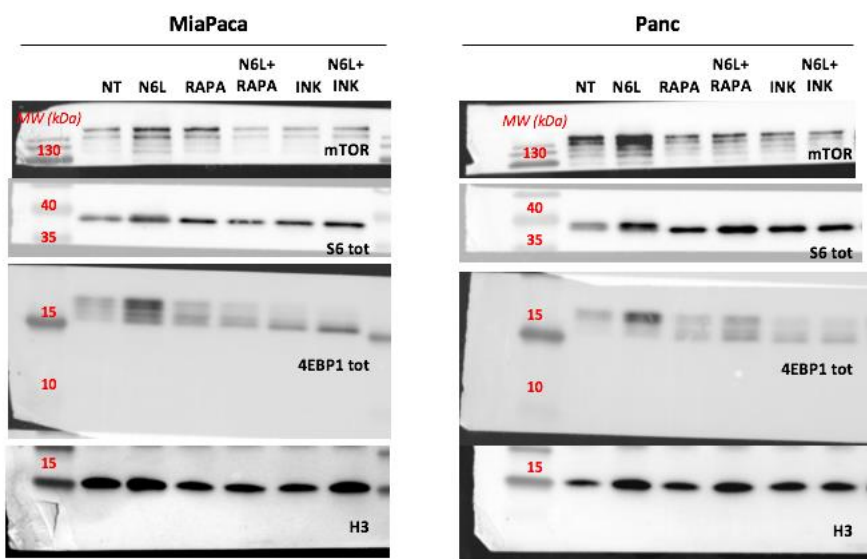

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

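Cytoplasmic and polysomal RNA was sequenced from 3 cultures of mPDAC cells treated with 50 µM N6L for 48 h and 3 non-treated cultures, each fraction of a culture coming from one lysate. The authors aligned the reads with STAR and counted them per gene with HTSeq-count, and deposited raw counts, not normalized, for 4 technical replicates of each of the 12 libraries. The genome build, the annotation and the counting options are not given in the sources used here. Of the 50600 genes listed, 50376 were found in GENCODE vM21 (GRCm38), which gave symbols, coordinates, transcript length and GC content, and 0 entries named no gene. Length and GC content are those of the longest annotated transcript of each gene, of the gene's own biotype where there was one. Samples were assigned to treatment, fraction and culture from their labels and the methods of the paper. For 3 technical replicates of the N6L cytoplasm the labels disagree on the culture number, and an alternative leaves them out.

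Technical replicates were summed. The counts were filtered with filterByExpr (13889 genes kept), scaled by TMM and fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, 1 mean for each of the 4 combinations of fraction and treatment, no block), and p-values were adjusted by the Benjamini-Hochberg method with a limit of 0.05. The comparisons were polysome against cytoplasm in each treatment, N6L against non-treated in each fraction, and the difference of these differences, the translational index, as 1 contrast. A 2-step rule followed the layout of Table S1: a log2 index beyond 0.5 with an FDR under 0.05 in either polysome-versus-cytoplasm test. Genes were classed as lower, stable or higher in the cytoplasm with the same limit of 0.5. DESeq2 1.42.0 served as the alternative tool. Gene sets were tested with camera (preset correlation 0.01) and fry of limma 3.58.1 on log2 CPM values with a prior count of 2. Ratios per culture are log2 ratios of TMM-scaled CPM with the same prior count, compared by exact two-sided permutation tests, for which 3 cultures against 3 allow no p below 0.1. Percentages of genes carry exact Clopper-Pearson 95% intervals.

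The genes named were chosen by a rule: the 40 genes that the text or Fig. 3A of the paper names, with a few ribosomal protein genes of Fig. 4A, and, for the index and for the cytoplasmic change, the 3 largest increases and decreases among genes past the FDR limit without overlap between treatments and with a mean of at least 10 CPM. No gene met the last condition for the index. Part of Table S1 had been seen when the rule was written. The design, this rule, the gene sets and the alternatives, apart from those named as added later, were fixed before the data were examined.

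The cytoplasmic and polysomal libraries of a culture are paired because they come from one lysate. Their deviations from the group means correlated by 0.364, 0.452 and 0.645 in non-treated cultures 1, 2 and 4 and by 0.0368, 0.199 and 0.230 in N6L cultures 1, 2 and 3. The culture as a block was an alternative, since the methods of the paper name none.

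The fit was tested on simulated counts of 13889 genes. Ribosomal protein genes were raised by 0.5 on the log2 scale, and their recovery was not recorded. Another 200 genes were changed by 1 or 2. edgeR recovered 71.0% of them for the cytoplasmic comparison and 74.5% for the polysomal one, with 13 and 11 unchanged genes called, and 49.5% for the index, with 2 unchanged genes called. DESeq2 recovered 80.0%, 80.5% and 59.5%, with 31, 28 and 22 unchanged genes called. The common biological coefficient of variation was 0.197, and the smallest library held 19519911 counts.

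The alternatives were RLE size factors, library size alone, no filter, at least 10 counts in every library, DESeq2, technical replicate a alone, the replicates with conflicting labels left out, each culture left out, blocks, fits of only the 2 groups compared, other limits and p-values for the index, and offsets per library for transcript length and GC content. The list of 5′TOP mRNAs, the Western blots, the growth assays and the quantitative PCR were not analysed here.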

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

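The splits of the cultures and the gene set test were planned, and the correction of the ribosomal protein lists for length, GC content and expression and the length and GC offsets of the ribosomal protein set were chosen after the result was seen.

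The paper does not report the comparison of polysomal libraries between treatments. In it, 1343 genes differed past an FDR of 0.05 in edgeR's quasi-likelihood test, 835 higher and 508 lower in N6L-treated cultures. An unadjusted p under 0.05 was reached by 3684 genes. The split depended on the scaling, with 1082 higher and 312 lower genes when libraries were scaled by their total alone. The polysome, N6L versus non-treated comparison rested on single cultures, with 146 genes without N6L culture 2, 203 without non-treated culture 1 and 623 without non-treated culture 4. Of the 10 splits of the cultures into 3 and 3, only 1, the real one, gave as many genes, and each of the others gave 0. The share of such splits cannot go below 0.1 here, so these 10 splits alone cannot exclude chance. A change of mRNA levels in the cytoplasm, which feeds the polysomes, stays open as a biological explanation and was not separated from a change of translation.

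The response of ribosomal protein mRNAs to N6L differed between the fractions. Their median log2 change was -0.91 in the cytoplasm and -0.33 in the polysomes. The difference, the median index, was 0.59, above 0 for 77 of 78 genes (camera FDR 4.76e-23). This was not held by fry (FDR 0.299) or by an estimated correlation (FDR 0.456), both run without the culture as a block. Bias by GC content or gene length as the whole explanation is argued against by lists of the nearest other genes, of which 0 of 10000 had a median index as high. Both properties were those of the longest annotated transcript, which need not be the one expressed, so this holds for annotated values only. These lists were not fully matched, being longer (median 1148 nt against 925 nt) and less expressed (481 CPM against 1158 CPM), and after a loess correction for the 3 properties the median index was 0.11, with 0 lists as high. The lists had a median of 0.45, and how much of the index is shared with other short mRNAs depended on the correction, since offsets per library for length and GC content gave a median of 0.30, above 0 for 74 of 78 genes (camera FDR 3.97e-14). A length bias of single libraries stays open for the shared part, and so does a response of ribosomal protein mRNAs to N6L as a biological explanation.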

How the results depend on the processing

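The offsets for transcript length and GC content were planned for the index and its genes and were added after the results were seen for all other results, as were the 2-step rules with DESeq2 fits without shrinkage or a limit of 1.5 and the gene set alternatives with a culture left out or a block in the single fractions. The cause of a change was not tested unless stated.

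Without a filter 25915 genes were tested. For polysome versus cytoplasm, non-treated cultures had 29 genes past the limit, and 647 without a filter, 281 with DESeq2, 18 with technical replicate a alone, 139 with only the 2 groups compared, 203 with the replicate block and 622 with length and GC offsets and the block. With 1 culture left out the number ranged from 0 without non-treated culture 4 to 335 without N6L culture 3. For polysome versus cytoplasm, N6L-treated cultures had 5415 genes, 2432 with length and GC offsets, and 1153 (without N6L culture 2) to 5861 (without non-treated culture 4) with 1 culture left out, with 1653 without N6L culture 3.

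For the cytoplasm, N6L versus non-treated cultures differed in 3935 genes, within 1.5 times of this number in every setting that kept all cultures, and in 1295 (without N6L culture 2) to 4042 (without N6L culture 3) with 1 culture left out. For the polysome, N6L versus non-treated cultures differed in 1343 genes, in 2034 with DESeq2, 895 with technical replicate a alone, 328 with only the 2 groups compared, 2952 with length and GC offsets and 2988 with these and the block. With 1 culture left out the number was 146 (without N6L culture 2) to 1579 (without N6L culture 1). Treated and non-treated cultures share only the numbers 1 and 2, and their deviations correlated by 0.228 and 0.0455 in the cytoplasm and by 0.296 and 0.00756 in the polysomes, so the numbers are not taken as pairs. A replicate block on these numbers gave 4737 genes in the cytoplasm and 1355 in the polysomes.

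The translational index had 0 genes past the limit, 114 without a filter, where 25915 genes enter, 1 with length and GC offsets and the replicate block, and 0 to 1 with 1 culture left out, the single gene without N6L culture 1. Of the paper's genes, 2 with higher and 55 with lower index passed without a filter, and 0 to 1 of the latter with 1 culture left out. The translational index by the 2-step rule gave 2588 genes, 738 with length and GC offsets, 1050 with these and the block, 1612 with the cytoplasmic test, 6 with both tests and 677 with unadjusted p-values in both DESeq2 tests. It gave 539 (without N6L culture 3) to 4200 (without N6L culture 1) genes with 1 culture left out, and 851 without N6L culture 2. Fewer genes pass with both tests because non-treated cultures had 29 genes to choose from.

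Of genes with a higher index, 70.0% were lower in the cytoplasm, 54.1% with classes by FDR and 73.3% with DESeq2 fold changes. The stable share was 28.0%, 44.8% and 24.7%, and the higher share 2.03% and 1.11% with classes by FDR. Of genes with a lower index, 34.6% were stable, 58.2% with classes by FDR, 38.7% with DESeq2 fold changes and 40.4% with the unadjusted rule, and 65.1%, 41.7%, 60.9% and 59.1% were higher in the cytoplasm.

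In the index, no call of a gene set held under fry or an estimated correlation, both run without the block, which leave the medians as they are. The medians are 0.59 for ribosomal proteins, 0.54 for oxidative phosphorylation, 0.38 for mitochondrial ribosomal proteins, -0.29 for Fanconi anemia, -0.17 for RNA transport and -0.38 for phosphatidylinositol metabolism. With length and GC offsets they were 0.30 for ribosomal proteins, 0.25 for oxidative phosphorylation, 0.19 for mitochondrial ribosomal proteins, -0.20 for Fanconi anemia, -0.081 for RNA transport and -0.11 for phosphatidylinositol metabolism, and without N6L culture 3 they were 0.40, 0.33, 0.26, -0.17, -0.067 and -0.23. The median of 5′TOP translation factors was -0.022 with library size alone. That of Eif3 subunits was -0.015 with library size alone, -0.047 with length and GC offsets, -0.043 with these and the block, and -0.003 to 0.13 with 1 culture left out. Proteasome subunits passed with the block (median 0.15), but had a median of 0.0070 with length and GC offsets (18 of 35 above 0, FDR 0.989) and 0.0064 with these and the block (FDR 0.830), and ranged from 0.12 to 0.25 with 1 culture left out, Fanconi anemia from -0.42 to -0.17 and RNA transport from -0.26 to -0.067. In camera with the preset correlation, the block changed no other call of a gene set in the index.

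In the cytoplasm, length and GC offsets without and with the block brought cell cycle genes (-0.19 and -0.15), Fanconi anemia (-0.35 and -0.25) and RNA transport (-0.19 and -0.17) past the limit, and RNA transport, at -0.12 to -0.060 with 1 culture left out, passed without non-treated culture 4. In the polysomes, ribosomal proteins (-0.33, FDR 0.0994), oxidative phosphorylation (-0.26, FDR 0.329) and mitochondrial ribosomal proteins (-0.33, FDR 0.113) passed in camera and not in fry. The 5′TOP translation factors, proteasome subunits, Eif3 subunits, cell cycle, Fanconi anemia and RNA transport passed in both, all with a lower median (-0.34 to -0.20) and with a fry FDR from 0.000861 for Eif3 subunits, of which 0 of 14 were higher (4 with library size alone), to 0.0472 for cell cycle. Oxidative phosphorylation did not pass with offsets and block (-0.15) and ranged from -0.49 to -0.03 with 1 culture left out. The 5′TOP translation factors ranged from -0.37 to -0.20, not past the limit without non-treated culture 1, and phosphatidylinositol metabolism from 0.021 to 0.25, past it without N6L culture 3.

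Of 1421 alternative values of named genes, 1296 kept direction and call, 38 lost the call, 17 gained it and 70 changed sign. No gene with a changed sign was past the limit in that comparison. The cytoplasmic change of Eif3c was -0.029 with RLE, -0.029 with DESeq2, -0.015 with technical replicate a alone, -0.031 with only the 2 groups compared, -0.20 with offsets and -0.21 with offsets and block. With offsets, and with offsets and block, it became -0.24 and -0.18 for Eif3j1, 0.16 and 0.082 for Eif3m, -0.20 and -0.091 for Eif4g3, -0.15 and -0.19 for Eif5, 0.13 and 0.15 for Eif6, and -0.34 and -0.21 for Larp1. With library size alone it was 0.066 for Eif3b, 0.11 for Eif3m, 0.11 for Eif5b, 0.0057 for Eif2d, 0.038 for Ncl and 0.0079 for Eif4e. Without a filter it was 0.0094 for Eif3m and 0.0082 for Eif5b, and with the block 0.36 for Eif5b and 0.20 for Ncl.

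With offsets, and with offsets and block, the index became -0.11 and -0.10 for Eif3d, -0.039 and -0.040 for Eif3g, 0.13 and 0.14 for Eif3j2, -0.055 and -0.053 for Eif4h, -0.060 and -0.071 for Eif6, 0.18 and 0.18 for Eif4e, and -0.015 and -0.0099 for Rpl3. With technical replicate a alone it was 0.23 for Eif3j2 and 0.032 for Eif3m, and 0.039 for Eif3j2 without the replicates with conflicting labels. With 1 culture left out the index ranged from -0.082 to 0.0038 for Eif3b, -0.12 to 0.19 for Eif3j2, -0.069 to 0.042 for Eif3l, -0.16 to 0.080 for Eif3m and -0.38 to 0.0042 for Eif1a. The cytoplasmic change ranged from -0.14 to 0.14 for Eif3c, -0.035 to 0.29 for Eif3j1, -0.13 to 0.035 for Eif3m, -0.22 to 0.14 for Eif5b, -0.082 to 0.26 for Eif5, -0.31 to 0.0067 for Eif1a, -0.013 to 0.18 for Larp1, -0.29 to 0.015 for Ncl and -0.25 to 0.0067 for Eif4e.

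Depth limited little. With every library thinned to 19519911 counts, 3719 genes passed in the cytoplasm, 1217 in the polysomes, 5284 between polysome and cytoplasm under N6L and 0 in the index.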

Differences from the paper's values

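In this part, the 2-step rule with unadjusted p-values and that with DESeq2 fits without shrinkage were chosen after the values were seen, and so were the length and GC offsets and the limit of 1.5 for the 2-step rule and the other rules on DESeq2 fits, 28 in total with the planned one.

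The paper reports 886 genes with a changed translational index, and a test of the index itself gave 0 genes here (edgeR's quasi-likelihood test, 1074 genes at an unadjusted p under 0.05, and 0 with DESeq2, 1233 at an unadjusted p under 0.05). None of the alternatives set before the data were examined came within 1.5 times of the paper's number. Without a filter on low counts 114 genes passed for the translational index, among them 2 of the 213 and 55 of the 673 genes of the paper, and Eif3a (log2 index -1.03, FDR 0.0353). The filter keeps Eif3a, so its pass came with the low-count genes added to the fit. Without N6L culture 1, 1 of the paper's genes passed.

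With the 2-step rule 2588 genes had a changed index, against the paper's 886. Of the alternatives set before the data were examined, only leaving out N6L culture 2, with 851 genes, came within 1.5 times. A rule with unadjusted p-values under 0.05 in both DESeq2 tests, chosen after the values were seen, gave 677 genes and dropped 102 of the paper's 213 and 141 of its 673 genes. Also chosen after the values were seen, length and GC offsets gave 738 genes and dropped 187 of the 213 and 533 of the 673, these with the block gave 1050 genes and dropped 185 and 510, and shrunken DESeq2 fits over all 12 libraries with adjusted p-values in the cytoplasmic and in either other test gave 1215 genes and dropped 93 and 460. With the paper's cut-off of 1.5 on the index, a limit also added after the values were seen, 1872 genes had a changed index, and 91 of the 213 and 195 of the 673 were dropped. The rule used at the claims, with its log2 limit of 0.5, called 202 of the 213 and 623 of the 673.

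A lower index was found for 1506 genes, against the paper's 673. Within 1.5 times of it were 516 genes without N6L culture 2 and 814 with the FDR of the cytoplasmic test, both set before the data were examined, and 552 with the unadjusted rule, 529 with the offsets and the block, and 460 to 818 with the 6 rules on DESeq2 fits that came this close, all chosen after the values were seen and dropping 141 to 510 of the 673 genes. These 6 are the unadjusted rule, adjusted p-values under 0.2 and 0.1 (non-treated and N6L test) in pairwise fits, and the adjusted p of the cytoplasmic test, alone or with either other test, in shrunken and unshrunken fits over all 12 libraries. A higher index was found for 1082 genes, against the paper's 213, and no alternative came within 1.5 times, the unadjusted rule included, with 125 genes.

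The share of changed genes with a higher index was 41.8%, against the paper's 24.04%. It was within 1.5 times with library size alone (27.2%), without a filter (35.7%) and without N6L culture 3 (21.2%), all set before the data were examined, and with the unadjusted rule (18.5%), chosen after the values were seen, which drops the genes given above. It was also within 1.5 times, at up to 33.9%, with 7 rules on pairwise DESeq2 fits with the culture as a block, that is every such rule except the one on the cytoplasmic test alone without shrinkage, all chosen after the values were seen and dropping 72 to 107 of the 213 and 28 to 251 of the 673 genes. The lowest index was -3.36, against the paper's -2. It did not differ with at least 10 counts in every library (-1.66), with DESeq2 (-2.96), without N6L culture 2 (-2.66) and with shrunken pairwise DESeq2 fits (-2.16), all set before the data were examined, nor with 15 of the 28 rules on DESeq2 fits (-2.16 to -1.59), all but the planned one chosen after the values were seen, namely all rules on shrunken fits, the unadjusted rule (-1.78) and those with adjusted p-values under 0.1 in both or under 0.2 and 0.1, which dropped 26 to 190 of the 213 and 29 to 460 of the 673 genes.

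The other alternatives run for the 2-step rule differed for each of these values.

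The paper states that Eif3a and Eif3c were translationally repressed. For Eif3a and Eif3c the index was -0.98 and -0.53, close to the values of the paper, with an FDR of 0.555 for both. Of the 21 genes of Fig. 3A, 21 lay on the same side of 0 as the bars, read by eye, and 0 passed the FDR limit. The text of the paper places ribosomal proteins among genes with a higher index and a stable level in the cytoplasm, while Figure S2E lists them with the genes lower in the cytoplasm. The paper also describes a decreased accumulation of these mRNAs under N6L, and here 78 of 78 were lower in the cytoplasm. Of them 73 lay below -0.5 and 5 in the stable range, against 39 and 39 with length and GC offsets, which were added after the values were seen, and 40 and 38 with these and the block. The text places genes of mitotic division among those with a higher level in the cytoplasm, while Figure S2D lists them with the unchanged genes. Here the cell cycle set, which is not the gene list of the paper, had a median of -0.10, with 54 of 119 higher. Its median was 0.06, with 61 of 119 higher, when scaled by library size alone. Length and GC offsets gave -0.19, with 37 of 119 higher (camera FDR 0.0102). These and the block gave -0.15, with 38 of 119 higher (camera FDR 0.0166).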

Other observations

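In this part, the tests of the spread of ratios, of mitochondrial RNA and of unadjusted p-values in Table S1, the corrected lists and the length and GC offsets of ribosomal protein genes and the order of symbols were chosen only after the result was seen.

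The index fell with transcript length across genes (Spearman correlation -0.545 over 13867 genes, which are not independent replicates). The slope of the log2 polysome-to-cytoplasm ratio per doubling of length was -0.147 ± 0.0136 in non-treated and -0.365 ± 0.133 in N6L-treated cultures (SD, n = 3 each, exact two-sided permutation test, p = 0.1, the smallest possible), and the groups did not overlap. A difference between libraries in length bias cannot be told apart from a response to N6L with 3 cultures per treatment. Single libraries stood apart within their group. For each library, the slope was that of log2 CPM, as the deviation from a gene's mean over all 12 libraries. It was -0.136 in the cytoplasm of non-treated culture 4, against 0.055 and 0.0574 in the others. In the polysomes of that culture it was -0.268, against -0.104 and -0.0914. In the polysomes of N6L culture 3 it was -0.272, against 0.0066 and -0.0381. RNA integrity per library is not given in the sources used here, and a biological explanation, such as a different recruitment of long mRNAs under N6L, stays open.

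For ribosomal protein genes in the cytoplasm, GC content or gene length bias as the whole explanation is argued against by 0 of 10000 lists of the nearest other genes with a median change as low as -0.91 (median of the lists -0.56). These lists were longer and less expressed than the ribosomal protein genes, and length was again that of the longest annotated transcript. After the correction for length, GC content and expression the median was -0.14, and 6 of 10000 lists were as low. In the polysomes the corrected median was -0.08, and 117 lists were as low. With offsets per library for length and GC content the median in the cytoplasm was -0.50, above 0 for 1 of 78 genes (camera FDR 8.16e-16), so the part of the fall shared with other mRNAs of like length depended on the correction. A lower level of ribosomal protein mRNAs under N6L is a hypothesis for the rest.

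Genes with a lower index were higher in the cytoplasm under N6L and the reverse (Spearman correlation -0.625 across genes). The cytoplasmic value enters the index with the opposite sign. In 20 simulations that kept the cytoplasmic changes but had no change in the index, the correlation was -0.251 (-0.270 to -0.240). With index and cytoplasmic change taken from different cultures it stayed below 0 in 9 of 9 combinations (-0.581 to -0.342), which argues against the shared libraries as the whole explanation. The trend of both with transcript length and a buffering of mRNA levels by translation were not separated.

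No gene passed the FDR limit in the translational index. One divergent culture that widens the spread was tested by leaving out 1 culture at a time, and at most 1 gene passed. Leaving out a culture also weakens the test, so this explanation stays open. All 10 of the 10 splits of the cultures gave as many genes, which is fixed by a count of 0. For genes at an unadjusted p under 0.05 in the index, the number was reached by 1 of 10 splits, the real one, as it was for the 2-step rule (1 of 10), for the cytoplasmic comparison (1 of 10) and, splitting the libraries of a treatment, for polysome against cytoplasm in non-treated (1 of 10) and N6L-treated cultures (1 of 10). The 2 fractions of a culture are paired by lysate, and only 4 of the 10 splits of each treatment part all 3 pairs, the real one included. The others of these 4 gave 0 genes, as did the 6 splits that part only 1 pair, and the share among the 4 cannot go below 0.25. These splits alone cannot exclude chance for any of the results.

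Fewer genes differed between polysome and cytoplasm in non-treated than in N6L-treated cultures. A difference in library size is argued against, since 27 and 5284 genes passed after thinning. For 1 non-treated culture apart from the others, at most 3 genes passed with 1 non-treated culture left out, which also weakens the test and leaves this open. A smaller difference between the fractions in non-treated cultures is consistent with the standard deviation of the log2 difference across genes, 0.428 in non-treated and 0.691 in N6L-treated cultures. The median spread between cultures was 0.174 in non-treated and 0.315 in N6L-treated cultures, the reverse of what a divergent non-treated culture predicts. The difference between the treatments itself is the index, in which no gene passed the limit.

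Counts on mitochondrially encoded genes made up 0.752% ± 0.266 of non-treated and 0.184% ± 0.0607 of N6L cytoplasmic libraries, and 0.0897% ± 0.0389 and 0.033% ± 0.0151 of the polysomal libraries (SD, n = 3 each). A candidate explanation is that more mitochondrial RNA was released in the non-treated extracts, since the share was also lower in N6L polysomes, where cytoplasmic ribosomes do not translate these transcripts. A lower mitochondrial content of N6L-treated cells predicts the same values and cannot be told apart from it.

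In Table S1, 153 of the 213 genes with higher index have an adjusted p above 0.05 in the non-treated comparison, as listed by the paper, 9 have none, and 49 are under 0.05 in both comparisons. A limit on the unadjusted p-value in both tests is a possible explanation. It gave 125 genes with a higher and 552 with a lower index, within 1.5 times of the paper's number for the lower genes only, so it stays open. In all, 28 rules were compared after the values were seen. For the 213 genes 0 rules and for the 673 genes 6 rules came within 1.5 times, and 0 for both.

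In the lists of cytoplasmic changes of Table S1, as far as used here, the symbol belongs to another gene than the identifier beside it for 1993 of 1994 entries (99.95%) of the higher list, against 51 of 1880 (2.71%) in the lower and 25 of 1674 (1.49%) in the unchanged list. Of the 1998 symbols of the higher list, 1877 belong to a gene elsewhere in its identifier column. The listed changes differed from those computed here by a median of 0.0947 when matched by symbol and 0.447 when matched by identifier. No biological explanation was tested.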
